# A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis

**DOI:** 10.7554/eLife.93273

**Published:** 2024-08-13

**Authors:** Jyotsna, Binayak Sarkar, Mohit Yadav, Alvina Deka, Manasvini Markandey, Priyadarshini Sanyal, Perumal Nagarajan, Nilesh Gaikward, Vineet Ahuja, Debasisa Mohanty, Soumen Basak, Rajesh S Gokhale

**Keywords:** IBD, Rela, Stat3, inflammation, Liver, Mouse

## Abstract

Hepatic factors secreted by the liver promote homeostasis and are pivotal for maintaining the liver-gut axis. Bile acid metabolism is one such example wherein, bile acid synthesis occurs in the liver and its biotransformation happens in the intestine. Dysfunctional interactions between the liver and the intestine stimulate varied pathological outcomes through its bidirectional portal communication. Indeed, aberrant bile acid metabolism has been reported in inflammatory bowel disease (IBD). However, the molecular mechanisms underlying these crosstalks that perpetuate intestinal permeability and inflammation remain obscure. Here, we identify a novel hepatic gene program regulated by Rela and Stat3 that accentuates the inflammation in an acute experimental colitis model. Hepatocyte-specific ablation of Rela and Stat3 reduces the levels of primary bile acids in both the liver and the gut and shows a restricted colitogenic phenotype. On supplementation of chenodeoxycholic acid (CDCA), knock-out mice exhibit enhanced colitis-induced alterations. This study provides persuasive evidence for the development of multi-organ strategies for treating IBD and identifies a hepatocyte-specific Rela-Stat3 network as a promising therapeutic target.

## Introduction

Under physiological conditions, the liver is continuously exposed to gut-derived antigens, which are either derived from the food we consume or are the product of microbial metabolism (Tripathi et al., 2018). The continuous interaction of extraneous antigens with the liver tissue makes it a tolerogenic organ, thereby justifying its unique anatomical location (Horst et al., 2016). However, during intestinal inflammation or dysbiosis, as seen in conditions like IBD, there is an unregulated exchange of molecules across the gut vascular barrier, this potentially rewires the local as well as hepatic immunological and metabolic milieu (Kobayashi et al., 2022; Bailey et al., 2023). Over the last decade, several studies have focussed on analyzing the mechanistic aspects of gut-liver crosstalk, which intend to develop successful multi-organ therapies (Tilg et al., 2022; Kessoku et al., 2021).

Clinically, IBD overlaps with hepatobiliary conditions, it has been reported that 30% of IBD cases have abnormal liver function tests and around 5% of them even develop chronic hepatobiliary diseases (Cappello et al., 2014; Gaspar et al., 2021). During colitis, the first responders to extraneous agents incoming from the leaky gut are the Kupffer cells (Yamada et al., 2003). These cells have been shown to switch from a pro to an anti-inflammatory state in response to signals received from the colitogenic gut (Taniki et al., 2018). Besides kuffer cells, the parenchymal cells, hepatocytes which occupy ~80% of the liver, also respond to these varied danger signals. Hepatocytes have a robust secretary machinery and are known to secrete a variety of factors like the complement proteins, clotting factors, hepatokines, bile acids, etc. which regulate local as well as distant organ functions (Kwon et al., 2021; Zhu et al., 2021). Among the secreted factors, albumin is the most abundantly produced serum protein, which is implicated in the maintenance of redox balance and is known to attenuate DSS-induced colitis (Yang et al., 2021b). Highlighting the importance of liver secretome, a recent study suggests that FNDC4 has the potential to reduce colonic inflammation by acting on the colonic macrophages (Bosma et al., 2016). Similarly, bile acids are also known to play a pivotal role in regulating mucosal immune responses. Primary bile acids produced by the liver are often related to an enhanced proinflammatory state and its turnover to secondary bile acids is considered to be a critical step in the maintenance of homeostasis (Sun et al., 2021). The primary bile acids have been reported to accumulate in the inflamed colon, suggesting some intriguing crosstalk between the gut and liver (Zhou et al., 2014). However, it is obscure, how the liver perceives signals due to the disease-mediated impaired gut barrier to rewire secretory machinery and tackle the enhanced endotoxins influx.

Through this study, we propose Rela and Stat3 as key responders of inflammatory signaling in the liver tissue in response to intestinal aberrations. We further define a colitis resistance model based on the liver-specific knockout animals and propose a Rela/Stat3-CYP enzyme-mediated elevation of primary bile acid leading to immune-mediated damage to the gut. Briefly, this study establishes the functional significance of hepatic Rela and Stat3 in intestinal inflammation and emphasizes the therapeutic importance of targeting multiorgan crosstalk in inflammatory diseases.

## Results

### Engagement of hepatic Rela and/or Stat3 pathways in murine colitis model

Several studies have shown that the gut-liver bidirectional communication is critical in both the establishment and progression of IBD. Towards identifying liver pathways that affect intestinal impairment during IBD, we firstl examined whether 2% dextran sodium sulfate (DSS)-induced acute experimental colitis results in changes in liver pathophysiology. Analysis of biochemical parameters on day 6 of DSS treatment showed no significant alterations in the levels of alanine aminotransferase (ALT), aspartate aminotransferase (AST), gamma-glutamyl transferase (GGT), and bilirubin (Figure 1—figure supplement 1a). Furthermore, histological studies of these treated liver tissues from C57BL/6 mice showed neither morphological differences nor any hepatocellular fibrosis (Figure 1—figure supplement 1b). Thus, in general, the liver functionalities are maintained and no major damage in the liver tissue occurs in the colitogenic mice model. 

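Liver RNA from 3 untreated wild-type mice and 3 wild-type mice given 2% DSS for 6 days was depleted of rRNA and sequenced as paired-end reads. The authors trimmed the reads, aligned them to the mouse genome with HISAT2 and had StringTie assign an estimated count to every gene. These deposited estimated counts were whole numbers that had not been normalized, and they summed to between 66380139 and 74532403 in the untreated mice and between 66999050 and 82850098 in the DSS-treated mice. The 6 libraries were fitted in 1 edgeR model together with the 6 libraries labelled RelaΔhepStat3Δhep, after TMM normalization, and 17652 genes passed the filter on low counts. The biological coefficient of variation of this model was 0.317, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. With 3 mice against 3, a two-sided exact permutation test cannot give a p-value under 0.1. The third untreated library differed from the other untreated libraries in its sex-linked transcripts, with 1143 normalized counts (CPM, scaled by TMM) of Xist against 0.566 and 0.191, and with Y-chromosome transcripts at 14.7% of the median of the libraries without high Xist.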

We then performed global transcriptomic studies of the liver tissue from day 6 colitogenic mice. Unsupervised clustering of the transcriptome data by principal component analysis (PCA) segregated the treated and control samples on PC1 with a variance of 53% (Figure 1—figure supplement 1c). 

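The PCA was run on the 500 most variable genes of the 6 wild-type libraries after the variance-stabilizing transformation of DESeq2. PC1 carried 55.7% of the variance and PC2 17.7%. The untreated mice scored -13.7, -12.9 and -18.7 on PC1 and the DSS-treated mice -1.26, 40.3 and 6.26, so the scores did not overlap. The group means were 30.2 apart, and 1 of the 10 ways to split the 6 mice gave a difference this large (exact permutation test, two-sided, p = 0.1). The 3 DSS-treated mice spread more widely along PC1 than the group means were apart. Among the alternatives, using every gene with at least 10 counts moved the share of PC1 most, to 41.1%.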

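Among the 17652 genes tested, 121 differed between DSS-treated and untreated wild-type mice at an adjusted p-value under 0.05 in edgeR, 80 of them higher and 41 lower after DSS, and 2567 had an unadjusted p-value under 0.05. The DESeq2 Wald test moved this count most, to 840 genes, which included 119 of the 121. In 3301 genes (18.7%) the 3 mice of each group did not overlap, where chance alone gives 10%. The largest increases by log2 fold change were in Tmem171, N28178, the chemokine Ccl7, Slfn4 and Chrm3. Tmem171 and N28178 had no counts in untreated liver and rose at least 8.48-fold and at least 4.81-fold. Ccl7 rose from 0.0302 ± 0.0522 to 1.85 ± 0.315 CPM (mean ± SD, n = 3; log2 fold change 5.94, standard error 1.07, edgeR adjusted p = 0.0279). Of the 5 largest decreases, 2 were in genes without a symbol and the others were in Thrsp, Cyp2b10 and Pcp4l1. Thrsp, which promotes lipogenesis, fell from 378 ± 147 to 29 ± 5.22 (log2 fold change -3.71, standard error 0.33, edgeR adjusted p = 0.000906). Cyp2b10 has close paralogs in the same gene cluster, and the assignment of reads among them rests on the alignment the authors used.

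The processes were tested as 10 lists of 14 to 40 tested genes, with the camera test of limma and a correlation between genes estimated for each list. None of the 10 lists passed an adjusted p-value of 0.05, and 3 had an unadjusted p-value under 0.05. The lists for the interferon response and the epoxygenase P450 enzymes each had a camera adjusted p of 0.0627. All 28 interferon-response genes were higher after DSS (median log2 fold change 1.83), 10 of them past the threshold over all genes and 27 when adjusted over the list alone. All 14 epoxygenase P450 genes were lower (median -1.22), 1 of them past the threshold over all genes and 6 over the list alone. Genes of fatty acid metabolism were lower in 32 of 33 cases (median -0.36, camera adjusted p = 0.22) and coagulation genes higher in 25 of 33 (median 0.30, camera adjusted p = 0.228). With the correlation between genes preset to 0.01 in place of the estimate, 9 of the 10 lists passed.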

Immunological and metabolic pathways appeared to be enriched in the list of regulated pathways. LPS-mediated signaling in the liver was identified as among the key differentially expressed systems (Figure 1A). It is proposed that microbial components, including LPS from the gut, can reach the liver through portal blood, activating the hepatic immune response during colitis-mediated barrier impairment. 

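The list for the response to LPS was 1 of the 10 and held 44 genes, of which 40 had counts in the table and 39 were tested. After DSS 35 of the 39 were higher in wild-type liver, with a median log2 fold change of 1.00 (limma camera, adjusted p = 0.0627 over the 10 lists). Leaving out single mice kept the median between 0.64 and 1.15. In 18 of the 39 genes the 3 DSS-treated mice did not overlap with the 3 untreated mice. Only Ccl2 and Acod1 passed the threshold over all genes, while 19 genes passed when adjusted over the list alone. Ccl2 rose from 0.646 ± 0.362 to 4.59 ± 2.25 normalized counts (log2 fold change 2.83, standard error 0.49, edgeR adjusted p = 0.0214), and Acod1 from 0.135 ± 0.0341 to 1.77 ± 1.18 (log2 fold change 3.70, standard error 0.54, edgeR adjusted p = 0.0101). In the broader Reactome set for TLR4 signaling, 58 of 81 genes were higher (median 0.18, camera adjusted p = 0.0286 over 6 Reactome sets). From LPS-mediated signaling the paper turns to Rela and Stat3, which it describes as transcription factors activated by microbial LPS.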

Interestingly, Rela and Stat3 are two important transcription factors activated by the microbial LPS and these two pathways frequently converge to elicit protective responses (Balic et al., 2020; Sakai et al., 2017; Zhou et al., 2016; Ahyi et al., 2013). 

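For Rela, Stat3 and 15 further genes of these pathways and of ER stress, the normalized counts of the 3 DSS-treated wild-type mice were compared with those of the 3 untreated mice. After DSS 15 of the 17 genes were higher and 2 were lower. None passed an adjusted p-value of 0.05 in edgeR, over all genes or over the 17 alone, and 7 had an unadjusted p-value under 0.05. With the DESeq2 Wald test Nlrp3 alone passed (DESeq2 adjusted p = 0.0271). Rela (chromosome 19, 5637483 to 5648130) was at 47.1 ± 6.79 normalized counts in untreated liver and 45.5 ± 8.71 after DSS (mean ± SD, n = 3; log2 fold change -0.05, standard error 0.19, edgeR adjusted p = 0.942). Stat3 (chromosome 11, 100746412 to 100800854) had a mean of 90.3 ± 46.0 in untreated liver and 233 ± 148 after DSS (log2 fold change 1.37, standard error 0.55, edgeR adjusted p = 0.288). Its counts were 45.7, 138 and 87.6 in the untreated mice and 63.2, 329 and 307 in the DSS-treated mice, so the groups overlapped (exact permutation test, two-sided, p = 0.3). Without the first DSS-treated mouse the difference in Stat3 was 1.82 (edgeR adjusted p = 0.0344). Nlrp3 rose by 0.94 on the log2 scale (standard error 0.27, edgeR adjusted p = 0.122) and Il6 by 3.67 (standard error 1.16, edgeR adjusted p = 0.173), from levels near the limit of detection. The ER chaperone gene Hspa5 fell by 0.43 (standard error 0.25, edgeR adjusted p = 0.467). The other 12 genes rose by 0.17 to 1.04 on the log2 scale.

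**Figure D1:**
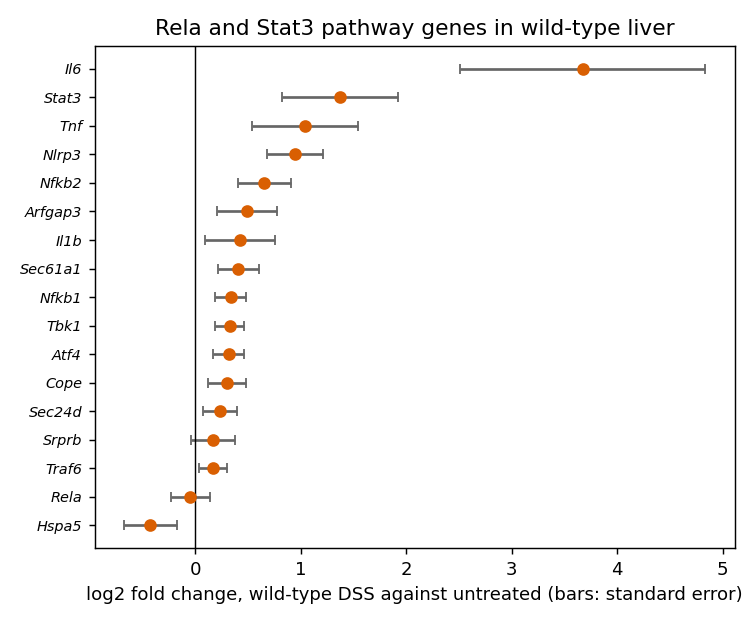
Log2 fold change of the 17 Rela and Stat3 pathway genes in wild-type liver, DSS-treated against untreated mice (n = 3 each). Points are edgeR estimates and bars their standard errors.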

Further analysis of the transcript abundance of Rela, Stat3, and other downstream genes reflected higher transcript abundance in the DSS-treated group as compared to the control (Figure 1B). Functional activation of Rela and Stat3 pathways requires phosphorylation of key residues, which we investigated in the liver sections of DSS-treated mice. Immunostaining studies showed an enhanced signal intensity of p-Rela (Ser536), p-Stat3 (Ser727), and p-Stat3 (Tyr705) in the treated liver sections, as compared to untreated samples (Figure 1C).

**Figure 1.**
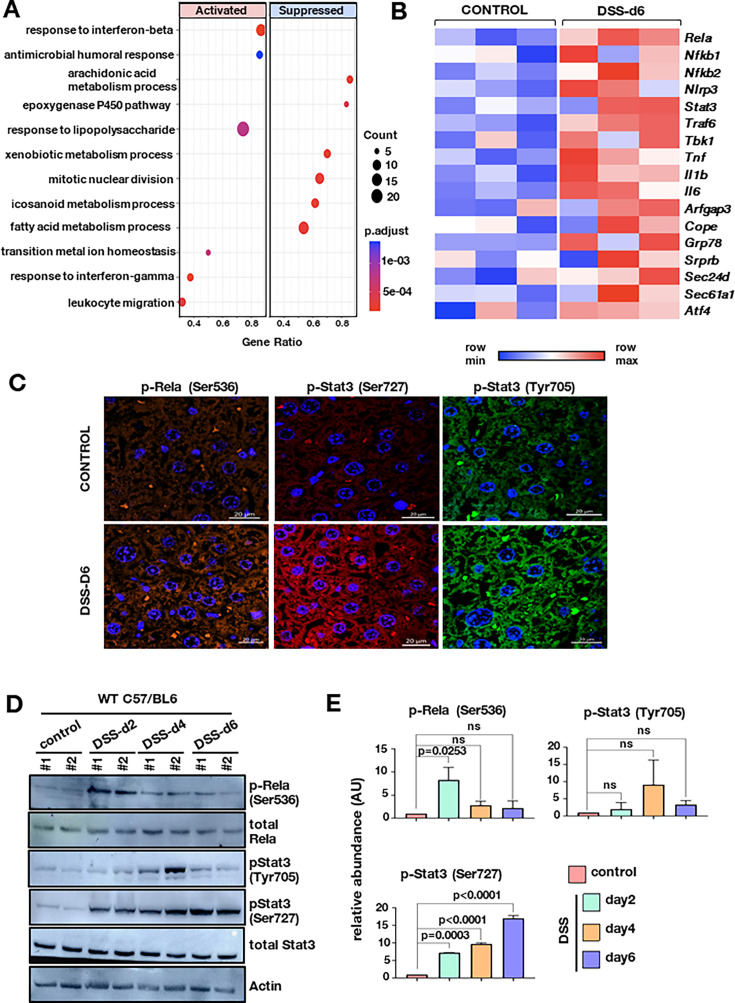
Initiation of colitis in mice leads to hepatic Rela and Stat3 activation. (**A**) GO pathway enrichment analysis was done for DEGs with adjusted p-value <0.05 on day 6 post DSS treatment. Bubble plot depicts the enrichment of pathways on day 6 for different genotypes, where the coordinate on the x-axis represents gene ratio, size of bubble represents the gene count and color represents the p-value. (**B**) Heatmap represents the normalized transcript count of the Rela and Stat3 pathway obtained from the RNA-seq experiment of three biological replicates. Scale is normalized across each row and color from blue to red represents minimum and the maximum values, respectively. (**C**) Representative confocal microscopy images show Rela and Stat3 activation in untreated and 6 days DSS-treated liver tissue of C57BL/6 mice. Images were taken at 40 X. Scale is 20 μm. (**D**) Western blot revealing the abundance of total Rela and total Stat3, and their phosphorylated functionally active forms, in the liver extracts prepared from wild-type C57BL/6 mice either left untreated or subjected to dextran sodium sulfate (DSS) treatment for 2, 4, and 6 days, respectively. (**E**) The signal intensity of bands corresponding to the indicated phosphorylated proteins was quantified from western blots, normalized against beta-actin, and presented as a bar plot. The data represent the means of three biological replicates ± SEM. Figure 1—source data 1.Table containing all the significantly regulated GO terms of which few are plotted in Figure 1A. Figure 1—source data 2.Data used for generating graph in Figure 1E. Figure 1—source data 3.Labeled and unedited blots shown in Figure 1D. Figure 1—source data 4.Zipped folder of the original blots shown in Figure 1D.

**Figure 1—figure supplement 1.**
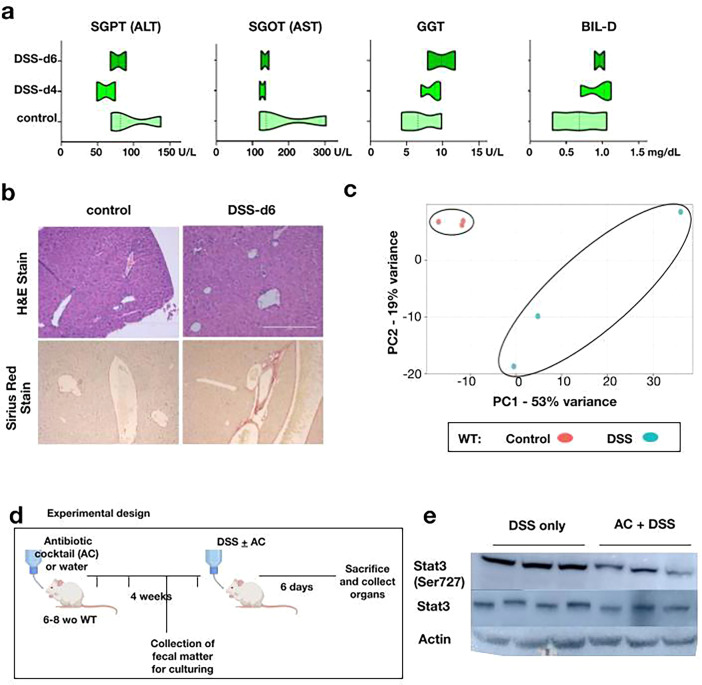
Biochemical, histological and molecular characterization of mice liver upon colitis induction. (**a**) Violin plot comparing the clinical parameters in serum of untreated and dextran sodium sulfate (DSS)-treated wild-type mice (n=3) (**b**) Liver sections from untreated and DSS-treated wild-type mice were examined for histological features involving hematoxylin and eosin (H&E) staining [upper panel] and Sirius red staining [lower panel]. Data were obtained in 10 X magnification and represented three experimental replicates; two fields per section and a total of three sections from each set were examined. (**c**) Principal component analysis (PCA) plot illustrating the hepatic transcriptome, identified through global RNA-seq analyses, of untreated or DSS-treated-wild-type mice (n=3). (**d**) Schematic description of an experimental setup for gut sterilization by antibiotic treatment. (**e**) Western blot revealing the abundance of total Stat3 and it’s phosphorylated functionally active forms p-Stat3 (Ser727), in the liver extracts prepared from DSS-treated wild-type C57BL/6 mice with and without a prior antibiotic treatment for 4 weeks. Figure 1—figure supplement 1—source data 1.Data used for generating graph in Figure 1—figure supplement 1a. Figure 1—figure supplement 1—source data 2.Labeled and unedited blots shown in Figure 1—figure supplement 1e. Figure 1—figure supplement 1—source data 3.Zipped folder of the original blots in Figure 1—figure supplement 1e.

We then examined the time-dependent phosphorylation status of the two proteins of the liver post 0, 2, 4, and 6 days of DSS treatment. The RelA phosphorylation at Ser536 peaks at day 2 (about eightfold increase) following which a two to threefold increase was sustained till day 6 (Figure 1D and E). The Stat3 phosphorylation at Ser727 increases gradually from day 2 (eightfold) to day 6 (17-fold). Tyrosine phosphorylation, on the other hand, is transient and can be detected at day 4 (ninefold) post-treatment (Figure 1D and E).

Antibiotic-induced gut microbiome depletion has been frequently used to study gut microbiome roles in pathological conditions. Altered microbiota is also likely to modulate endotoxin influx. We, therefore, examined hepatic Rela/Stat3 activation after subjecting mice to oral administration of a broad-spectrum antibiotic cocktail (Amplicin, Neomycin, Metronidazole and Vancomycin) (Hernández-Chirlaque et al., 2016). Substantial decrease in bacterial load after 4 weeks was confirmed microbiologically. We induced colitis in mice with 2% DSS treatment along with antibiotic administration (Figure 1—figure supplement 1d). Previous data indicates that pStat3 (Ser727) is the most prominent marker that gets highly activated 6 days post DSS-treatment. Time course activation studies had indicated pStat3 (Ser727) as the most prominent marker to be activated 6 days post DSS-treatment; we examined the levels through western blotting. A marked reduction in pStat3 (Ser727) levels post-antibiotic treatment in the colitogenic wild-type mice (Figure 1—figure supplement 1e) could be noted, suggesting that optimal endotoxin flux may be a major driver of hepatic Rela/Stat3 signaling. Although it is important to note that antibiotic-induced microbiome depletion alters metabolic homeostasis by affecting gut signaling and colonic metabolism, in turn altering hepatic physiology (Zarrinpar et al., 2018).

### Hepatocyte-specific functions of Rela and Stat3 exacerbate experimental colitis

In order to discern the importance of transcriptional networks regulated by Rela and Stat3 we utilized a hepatocyte-specific knockout model. The Cre recombinase under albumin promoter drives the deletion of Rela and/or Stat3 in a tissue-specific manner (Figure 2—figure supplement 1a and b). To address the question, if ablation of Rela and Stat3 functioning in hepatocytes could modulate colonic inflammation, we subjected *Rela*Δhep, *Stat3*Δhep, *Rela*Δhep*Stat3*Δhep, and wild-type littermates mice to acute DSS treatment. Previous studies suggest development of colitis in acute models is accompanied by shortening of the colon length, diarrhea, and rectal bleeding which is measured as the disease activity index (DAI) (Chassaing et al., 2014). Time course measurement of DAI in the wild-type showed an expected increase from day 3 (Figure 2A). While the DAI in Δhep mice was parallel to that observed in wild-type mice, *Stat3*Δhep mice displayed a subtle decrease in the DAI score, particularly on day 5. Surprisingly, *Rela*Δhep*Stat3*Δhep mice were almost resistant to induction of colitis, and only a minor increase in the DAI could be seen on day 6 post-onset of DSS treatment (Figure 2A). Concurrently, DSS treatment for 6 days showed substantial shortening of the colon length in wild-type, *Rela*Δhep, and *Stat3*Δhep mice, but not in *Rela*Δhep*Stat3*Δhep mice (Figure 2B and Figure 2—figure supplement 1c). Furthermore, we estimated the intestinal barrier permeability by measuring serum concentrations of fluorescein isothiocyanate (FITC)-dextran which was gavaged orally to these mice. A 12-fold increase in FITC-dextran in the serum of the wild-type animals was seen, while the *Rela*Δhep*Stat3*Δhep mice showed a substantially lower, fivefold increase (Figure 2D).

**Figure 2.**
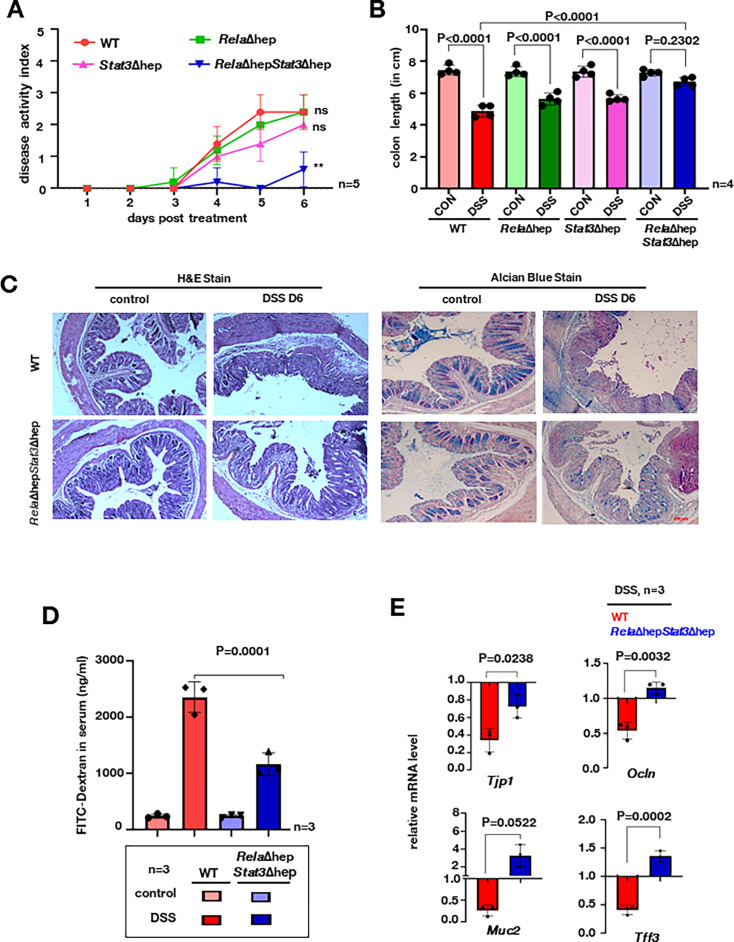
*Rela* and *Stat3* deficiency in hepatocytes ameliorates dextran sodium sulfate (DSS)-induced acute colitis in mice. (**A**) Line plot charting disease activity index of wild-type, *Rela*Δhep, *Stat3*Δhep, and *Rela*Δhep*Stat3*Δhep littermate mice subjected to treatment with 2% DSS for 6 days. (**B**) Bar plot depicting colon length measured on day 6 post-onset of DSS treatment of mice of the indicated genotypes. Untreated wild-type littermates of corresponding genotypes were used as controls. (**C**) Colon sections from untreated and DSS-treated mice of the indicated genotypes were examined for histological features involving hematoxylin and eosin (H&E) staining [left panel] and alcian blue staining [right panel]. Data were obtained in 10 X magnification and represented three experimental replicates; two fields per section and a total of three sections from each set were examined. (**D**) Bar plot quantifying gut permeability of untreated and DSS-treated wild-type and *Rela*Δhep*Stat3*Δhep mice. Briefly, the serum concentration of fluorescein isothiocyanate (FITC) was measured 6 hr after oral gavaging of the mice with FITC-dextran. (**E**) RT-qPCR reveals the relative abundance of the indicated mRNAs encoding broadly enterocyte-specific (above panel) or goblet cell-specific (below panel) markers in untreated or DSS-treated mice of the indicated genotypes. Figure 2—source data 1.Data used for generating graph in Figure 2A. Figure 2—source data 2.Data used for generating graph in Figure 2B. Figure 2—source data 3.Data used for generating graph in Figure 2D. Figure 2—source data 4.Data used for generating graph in Figure 2E.

**Figure 2—figure supplement 1.**
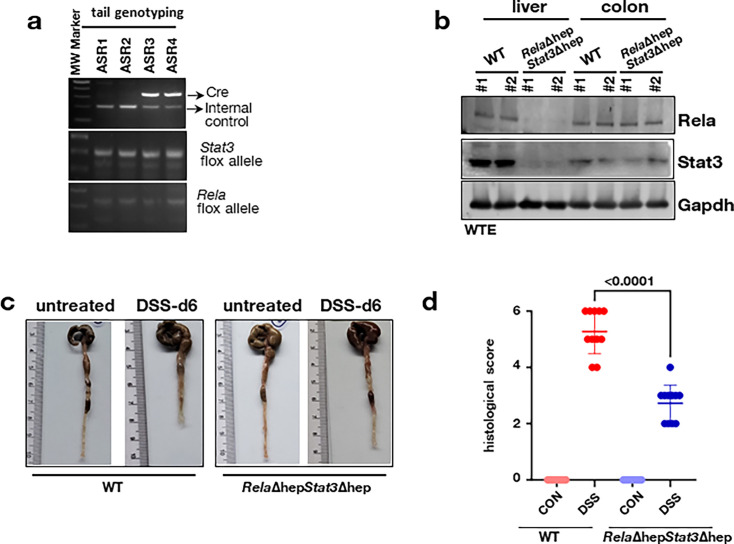
Methods for characterization of mice strain and analysis of colon pathology of colitogenic mice. Characterization of mice strain by (**a**) genotyping and (**b**) western blotting; WTE - whole tissue extract. (**c**) Representative images of the colon from untreated and dextran sodium sulfate (DSS)-treated wild-type and *Rela*Δhep*Stat3*Δhep mice. (**d**) Dot plot representing the histological score for hematoxylin and eosin (H&E) stained colon sections in Figure 2C, each dot represents the score for each field analyzed. Figure 2—figure supplement 1—source data 1.Labeled and unedited gel shown in Figure 2—figure supplement 1a. Figure 2—figure supplement 1—source data 2.Zipped folder of the original gel shown in Figure 2—figure supplement 1a. Figure 2—figure supplement 1—source data 3.Labeled and unedited blot shown in Figure 2—figure supplement 1b. Figure 2—figure supplement 1—source data 4.Zipped folder of the original blot shown in Figure 2—figure supplement 1b. Figure 2—figure supplement 1—source data 5.Data used for generating graph in Figure 2—figure supplement 1d.

We also examined *Rela*Δhep*Stat3*Δhep mice for the epithelial architecture and mucin expression in the colon by following histological features and expression of colitogenic markers. DSS treatment led to extensive disruption of the intestinal crypts and depletion of the mucin layer in wild-type mice, accompanied by submucosal leukocyte infiltration. In contrast, *Rela*Δhep*Stat3*Δhep mice showed substantially attenuated epithelial changes along with minimal erosion of mucin layers (Figure 2C and Figure 2—figure supplement 1). RT-qPCR analysis revealed that DSS treatment of wild-type mice triggered a two-and-a-half-fold and twofold reduction in the colonic abundance of enterocyte markers, tight junction 1 (*Tjp1*), and occludin (*Ocln*), respectively (Figure 2E). Similarly, we noticed a fourfold and twofold decrease in the colonic abundance of goblet cell markers, mucins-2, and trefoil factor 3 (*Tff3*), respectively, in wild-type mice upon DSS treatment. Except for a moderate decrease in the *Tjp1* mRNA level, none of these mRNAs were downregulated upon DSS treatment in *Rela*Δhep*Stat3*Δhep mice. Taken together these studies reveal intriguing observations wherein the absence of Rela and Stat3 in hepatocytes protects mice from DSS-induced colitis.

### Induced hepatic expression of Rela and Stat3 stimulates primary bile acid synthesis pathway genes

To understand the role of the liver in imparting protective phenotype, exhibited by *Rela*Δhep*Stat3*Δhep strain, we performed an in-depth pathophysiological and molecular studies of the liver tissue of colitogenic knockout animals. Towards this, we evaluated the serum-based liver damage markers and histological features of the *Rela*Δhep*Stat3*Δhep mice. On day 4 and day 6 post DSS-treatment, ALT, AST, GGT, and bilirubin levels were within the physiological range, indicating no apparent damage to the liver (Figure 3—figure supplement 1a). Similarly, the histological studies also suggested no morphological differences in the DSS-treated *Rela*Δhep*Stat3*Δhep mice (Figure 3—figure supplement 1b). In conclusion, the above data indicates that the liver functions are maintained in the colitogenic *Rela*Δhep*Stat3*Δhep mice, similar to that observed in the wild-type animals. Furthermore, to dissect the mechanism underlying the resistant phenotype displayed by hepatocyte-specific *Rela*Δhep*Stat3*Δhep mice, we performed global transcriptome studies from liver tissues of treated/untreated *Rela*Δhep*Stat3*Δhep strain and their wild-type littermates. 

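The libraries labelled RelaΔhepStat3Δhep came from 3 untreated mice and 3 mice given 2% DSS for 6 days, and the authors handled them like the wild-type libraries. Their estimated counts summed to between 65879529 and 76526853 in the untreated mice and between 68968722 and 75856741 in the DSS-treated mice. The sums overlapped between all 4 groups, and scaling factors across the 12 libraries ran from 0.758 to 1.13. The 4 groups were compared by treatment within genotype, by genotype within treatment, and by the difference between the DSS responses of the genotypes.

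Rela transcripts were not lower in the libraries labelled RelaΔhepStat3Δhep. They stood at 42.8, 43.8 and 51.4 normalized counts in the untreated mice and 39.5, 62.3 and 46.4 in the DSS-treated mice, against a range of 39.8 to 55.5 in wild-type mice. The difference between genotypes was -0.03 on the log2 scale in untreated mice (standard error 0.19, edgeR adjusted p = 0.961) and 0.12 in DSS-treated mice (standard error 0.19, edgeR adjusted p = 0.827). Stat3 was lower in these libraries by fold change, at -0.93 in untreated mice (standard error 0.55, edgeR adjusted p = 0.542) and -1.99 in DSS-treated mice (standard error 0.56, edgeR adjusted p = 0.175). The counts of whole genes do not show which exons were read, and liver cells other than hepatocytes keep both genes. The paper characterized the strain by genotyping and western blotting, and protein was not analysed here.

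The groups differed in sex-linked transcripts. Xist was at 1283, 902 and 919 normalized counts in the 3 DSS-treated mice labelled RelaΔhepStat3Δhep and at most 29 in the untreated mice with this label and in the DSS-treated wild-type mice. The summed Y-chromosome genes Ddx3y, Uty, Kdm5d and Eif2s3y were at most 0.12 in those 3 libraries and at 175 to 228 in the other 6. The paper states that male and female mice were used and does not give the sex of each sequenced mouse.

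**Figure D2:**
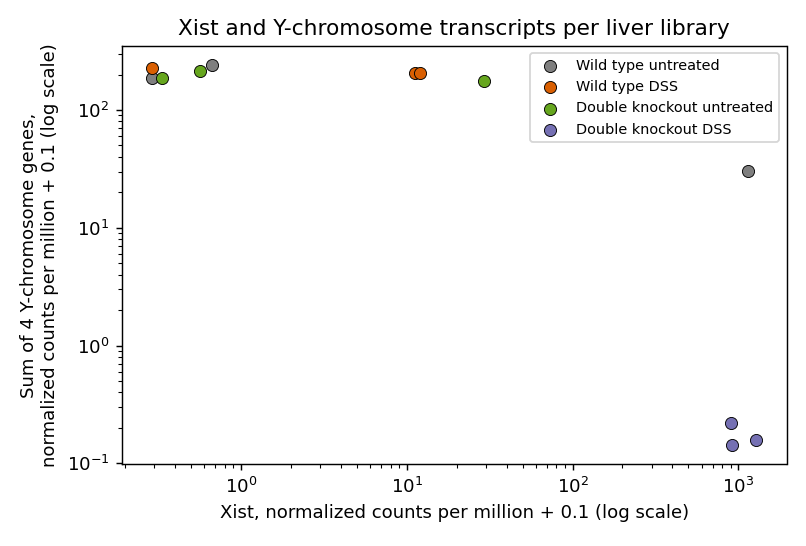
Normalized counts (CPM) of Xist and of 4 summed Y-chromosome genes in each of the 12 liver libraries, by genotype and treatment.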

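In the PCA of all 12 libraries PC1 carried 37.4% of the variance and PC2 27.3%. The DSS-treated mice labelled RelaΔhepStat3Δhep scored 23.6, 21.7 and 27 on PC1 and the DSS-treated wild-type mice 3.47, -0.25 and -1.13. On PC2 the former lay between -7.04 and -3.85 and the latter between 2.61 and 40.2. The centers of these 2 groups were 33.7 apart, and only 1 of the 10 splits of the 6 mice gave a distance this large (exact permutation test, two-sided, p = 0.1). Leaving out 1 library at a time moved the share of PC1 most, up to 48.1%, and using every gene with at least 10 counts lowered it to 27.6%.

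Between the DSS-treated groups 59 genes differed in edgeR, 33 higher and 26 lower in the mice labelled RelaΔhepStat3Δhep, and 2516 had an unadjusted p-value under 0.05. The count was 584 by the DESeq2 Wald test, including all 59, and there more genes were lower (332) than higher (252). Without the first DSS-treated wild-type mouse it was 392, with 121 higher and 271 lower. With sex, read from Xist and Y-chromosome transcripts, as a covariate it was 5, all lower. There the standard errors of the 59 genes rose 1.78-fold at the median. The groups did not overlap in 2961 genes (16.8%, against 10% by chance). The largest increases included Cdx4, Slc22a26, Dntt and Pygo1. Cdx4 had no counts in DSS-treated wild-type mice and rose at least 68.4-fold. Dntt was at 8.48 ± 1.99 normalized counts against 0.712 ± 0.254 (log2 fold change 3.57, standard error 0.29, edgeR adjusted p = 0.000186) and Slc22a26 at 229 ± 46.4 against 3.4 ± 2.11 (log2 fold change 6.07, standard error 1.00, edgeR adjusted p = 0.0481). The largest decreases included the Y-chromosome genes Eif2s3y, Uty, Ddx3y and Kdm5d. Of 17 autosomal genes with female-biased expression in liver, all 17 were higher in the DSS-treated mice labelled RelaΔhepStat3Δhep (median log2 fold change 3.14).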

Unsupervised clustering of transcriptomic data using the PCA tool segregates wild-type and *Rela*Δhep*Stat3*Δhep mice samples subjected to DSS treatment (Figure 3A). 

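In untreated mice the centers of the genotypes were 9.03 apart in the plane of PC1 and PC2, and 3 of the 10 splits of the 6 mice gave a distance at least this large (exact permutation test, two-sided, p = 0.3). Mice of the same group were on average 11.8 apart in untreated wild-type mice and 6.15 apart in untreated mice labelled RelaΔhepStat3Δhep. The PC1 scores were -12.6, -13.2 and 2.09 in the former and -18.4, -20.6 and -11.7 in the latter. The wild-type mouse at 2.09 was the third, whose library held both Xist and Y-chromosome transcripts.

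By edgeR 11 genes differed between the untreated groups, 6 higher and 5 lower in the mice labelled RelaΔhepStat3Δhep, and 2060 had an unadjusted p-value under 0.05. The DESeq2 Wald test gave 334 genes, including all 11. Leaving out single libraries in edgeR gave 2 to 9 genes. Without the third wild-type library there were 2, both lower, and with sex as a covariate there were also 2, both lower. No gene was called higher in either of these fits. The circadian repressor Nr1d1 was at 7.01 ± 1.85 normalized counts against 92.5 ± 18.9 in wild-type mice (log2 fold change -3.72, standard error 0.30, edgeR adjusted p = 0.000362). Sparc was at 49.3 ± 0.970 against 99.1 ± 1.07 (log2 fold change -1.01, standard error 0.11, edgeR adjusted p = 0.00324). Errfi1 rose most, from 348 ± 84.1 to 1182 ± 193 (log2 fold change 1.76, standard error 0.25, edgeR adjusted p = 0.0213).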

Notably, untreated mice from the wild-type and *Rela*Δhep*Stat3*Δhep cluster together in the PCA plot. Comparative pathway enrichment analysis using GO terms for differentially expressed genes in the liver upon DSS treatment between wild-type and *Rela*Δhep*Stat3*Δhep mice showed differences in the acute phase responses, bile acid metabolic processes, response to ER stress, and one-carbon metabolism (Figure 3B). 

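After DSS 1240 genes differed from untreated liver in the mice labelled RelaΔhepStat3Δhep, 806 higher and 434 lower, and 4261 had an unadjusted p-value under 0.05. Sex as a covariate moved this count most, to 4 genes. In that fit the standard errors of the 1240 genes rose 1.82-fold at the median, which may account for most of the loss. The DESeq2 Wald test gave 2315. The response to DSS differed between the genotypes in 72 genes by the edgeR interaction test, 43 with a positive and 29 with a negative difference, against 699 by DESeq2. The 4 Y-chromosome genes were among those with the largest negative difference, with Nat8, and Hao2, Cdx4 and Slc22a26 were among those with the largest positive difference. In the libraries labelled RelaΔhepStat3Δhep, the DSS-treated mice had the sex-linked transcripts of females and the untreated mice those of males.

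None of the 10 process lists passed in the mice labelled RelaΔhepStat3Δhep or in the interaction. The acute-phase list (20 of its 32 genes had counts) was higher after DSS in wild-type mice, with a median log2 fold change of 1.49 and 19 of 20 genes up (camera adjusted p = 0.205), and its median was 0.40 in the mice labelled RelaΔhepStat3Δhep (camera adjusted p = 0.747). Over all genes only Mbl2 passed, as higher after DSS in the mice labelled RelaΔhepStat3Δhep (log2 fold change 0.79, edgeR adjusted p = 0.0466). In wild-type mice Mbl2 was at -0.54. Adjusted over the list alone, 18 of the 20 genes passed in edgeR in wild-type mice, none in the mice labelled RelaΔhepStat3Δhep, and 16 between the DSS-treated genotypes, where 19 of the 20 were lower in the mice labelled RelaΔhepStat3Δhep. The list includes Stat3, which the knockout itself targets. Stat3 was among the 18 in wild-type mice and among the 19 that were lower. The median difference between the responses was -0.98 on log2 CPM (camera adjusted p = 0.926). By the edgeR fold changes it was -1.31, with 19 of the 20 genes negative, 9 of the 20 at an unadjusted p-value under 0.05 and 1 passing over the list alone. The 3 DSS-treated wild-type mice were not alike, with medians of 0.02, 2.58 and 1.60 above the mean of the untreated wild-type mice, against -0.01, 0.19 and 0.35 in the mice labelled RelaΔhepStat3Δhep. For bile acid metabolism the median was -0.26 in wild-type mice and -0.33 in the mice labelled RelaΔhepStat3Δhep (camera adjusted p = 0.375 and 0.431), where Scp2, Slc27a5 and Nr1h4 passed the threshold as lower. For ER stress the medians were 0.11 and 0.05 (camera adjusted p = 0.693 and 0.938), and Atf3 rose and Herpud1 fell past the threshold in the mice labelled RelaΔhepStat3Δhep only. Between the DSS-treated genotypes 26 of the 28 ER stress genes were lower in the mice labelled RelaΔhepStat3Δhep (median -0.39, camera adjusted p = 0.407), and 4 passed in edgeR over the list alone. Between the untreated genotypes 21 of the 28 were already lower (median -0.23, camera adjusted p = 0.856), and 5 passed in edgeR over the list alone. For one-carbon metabolism the medians after DSS were -0.21 in wild-type mice and -0.18 in the mice labelled RelaΔhepStat3Δhep (camera adjusted p = 0.152 and 0.375). The gene Car2 of this list fell by 1.76 on the log2 scale in wild-type mice and differed in the interaction (2.43, edgeR adjusted p = 0.00776). The interaction of the last 3 lists had medians of 0.01, 0.05 and -0.01 on the log2 CPM that camera tests, each with a camera adjusted p of 0.926. The medians of the edgeR fold changes were -0.29, -0.01 and -0.08, with 15 of the 25 bile acid genes negative. From the comparative enrichment of GO terms the paper goes on to bile acid metabolism.

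**Figure D3:**
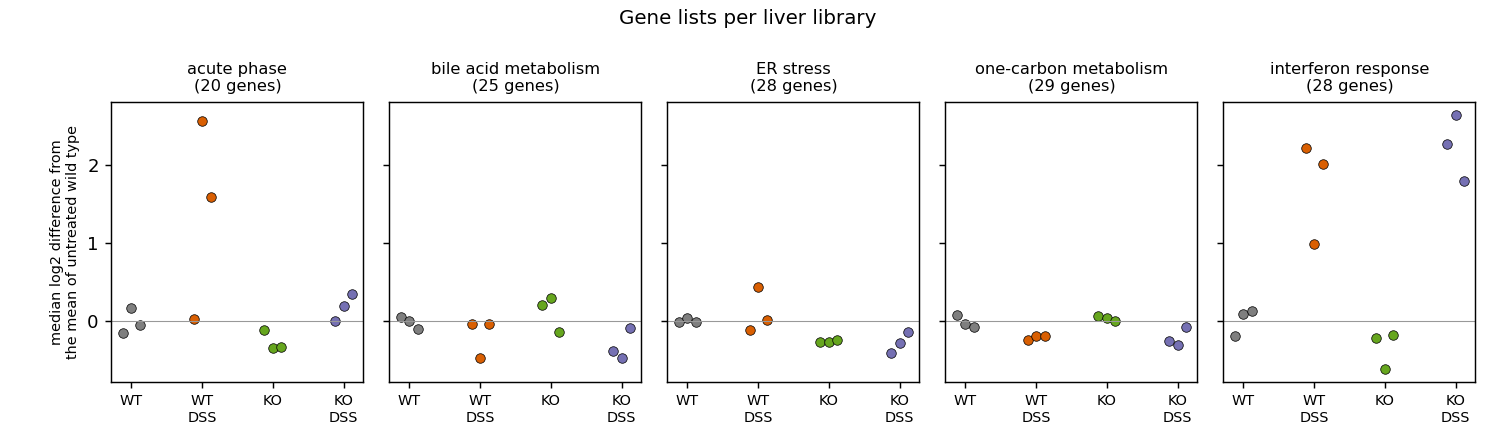
Median log2 expression of the acute-phase, bile acid metabolism, ER stress and one-carbon metabolism lists in each liver library, relative to the mean of the untreated wild-type mice.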

BA dysmetabolism has been reported in IBD patients by several studies and is also recapitulated in the mice models (Zhou and Hylemon, 2014; Bromke and Krzystek-Korpacka, 2021). The consensus thesis is that the levels of secondary BAs are lower, and primary BAs are elevated because of impairment of microbiota-mediated deconjugation and transformation activities. Concordantly, our analysis from colonic biopsies of IBD subjects also showed elevated levels of primary BAs (Figure 3C and Figure 3—source data 4).

**Figure 3.**
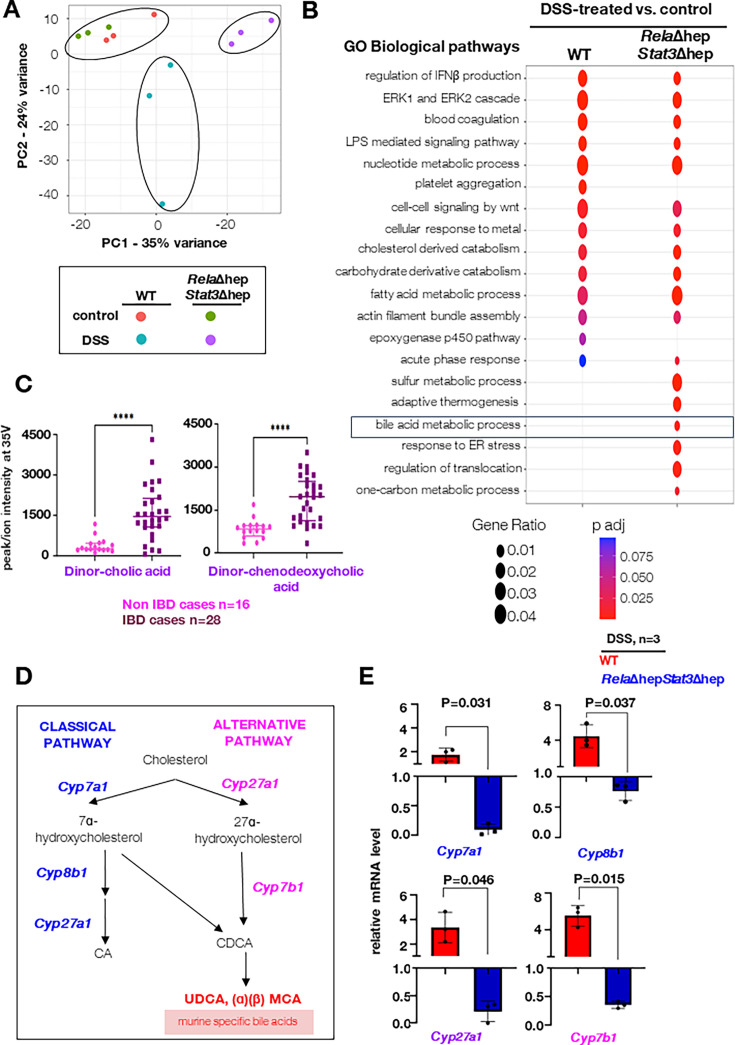
Charting hepatic gene expressions in colitogenic wild-type and *Rela*Δhep*Stat3*Δhep mice. (**A**) Principal component analysis (PCA) plot illustrating the hepatic transcriptome, identified through global RNA-seq analyses, of untreated or dextran sodium sulfate (DSS)-treated wild-type and *Rela*Δhep*Stat3*Δhep mice (n=3). DSS treatment was carried out for 6 days. (**B**) Bubble plot depicting the relative enrichment of GO biological terms for differentially expressed genes in wild-type or *Rela*Δhep*Stat3*Δhep mice. The gene ratio for a given term and the adjusted p-value associated with the enrichment score has been presented for the individual genetic backgrounds. (**C**) Dot plot of dinor-cholic acid and dinor-chenodeoxycholic acid as detected in an untargeted LC-MS-based quantification of bile acids in the mucosal biopsy samples from inflammatory bowel disease (IBD) and Non-IBD patients. (**D**) Schematic presentation of classical and alternate pathways of bile synthesis in mice liver tissue. CA, CDCA, MCA, and UDCA represent cholic, chenodeoxycholic, muricholic, and ursodeoxycholic acids, respectively. (**E**) RT-qPCR analyses comparing the hepatic abundance of indicated mRNAs encoding enzymes involved in bile metabolism in DSS-treated wild-type and *Rela*Δhep*Stat3*Δhep mice (n=3). Fold change is relative to their corresponding wild-type littermates. Figure 3—source data 1.Table containing all the significantly regulated GO terms of which few are plotted in Figure 3B. Figure 3—source data 2.Data used for generating graph in Figure 3C. Figure 3—source data 3.Data used for generating graph in Figure 3E. Figure 3—source data 4.Table containing the demography of the control and UC patient for which the bile acids have been quantitated.

**Figure 3—figure supplement 1.**
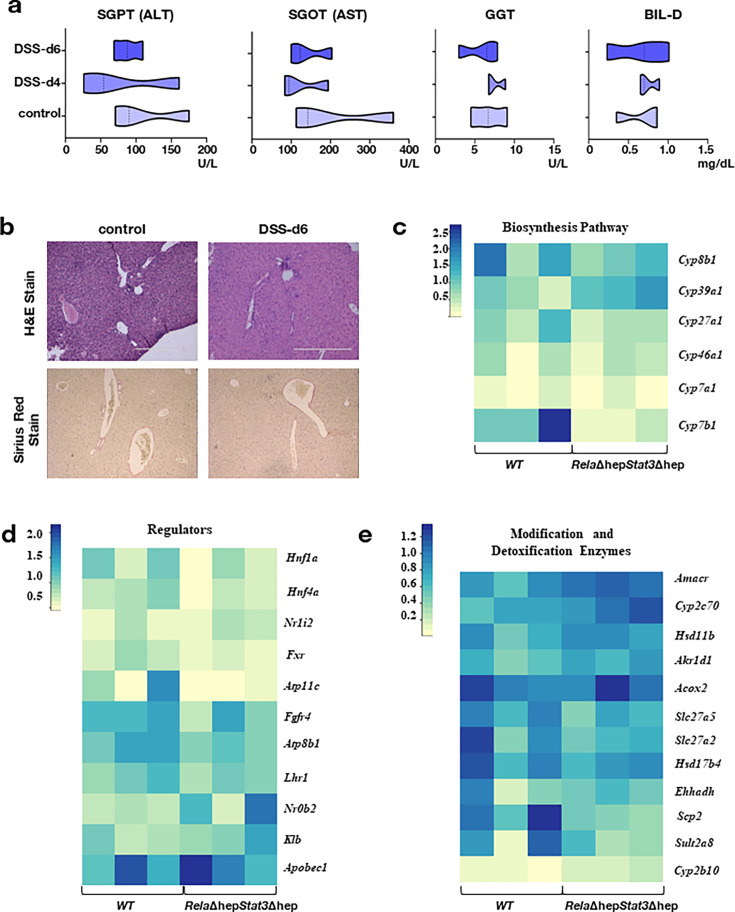
Analysis of biochemical and molecular parameters of colitogenic wildtype and *Rela*Δhep*Stat3*Δhep mice. (**a**) Violin plot comparing the clinical parameters in serum of untreated and dextran sodium sulfate (DSS)-treated *Rela*Δhep*Stat3*Δhep mice (n=3) (**b**) Liver sections from untreated and DSS-treated *Rela*Δhep*Stat3*Δhep mice were examined for histological features involving hematoxylin and eosin (H&E) staining [upper panel] and Sirius red staining [lower panel]. Data were obtained in 10 X magnification and represent three experimental replicates; two fields per section and a total of three sections from each set were examined. Heatmap represents relative transcript abundance of (**c**) biosynthesis pathway (**d**) regulators of bile acid metabolic pathways and (**e**) modification enzymes of bile acid metabolic pathway of indicated genotypes obtained from the RNA-seq experiment of three biological replicates. Figure 3—figure supplement 1—source data 1.Data used for generating graph in Figure 3—figure supplement 1a.

BAs are synthesized in hepatocytes through the classical and alternate pathways catalyzed by a set of P450 enzymes (Figure 3D). Cholic acid (CA) and chenodeoxycholic acid (CDCA) are primary bile acids and are conjugated to either glycine (predominantly in humans) or taurine (mainly in mice). 

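Transcripts of 6 enzymes of bile acid synthesis (Cyp7a1, Cyp7b1, Cyp8b1, Cyp27a1, Cyp39a1 and Cyp46a1) were compared across the 4 groups of 3 mice. Cyp7b1 (ENSMUSG00000039519, chromosome 3, 17971950 to 18143338) was at 107 ± 45.5 normalized counts in untreated and 183 ± 111 in DSS-treated wild-type mice, and at 265 ± 77.3 and 80.9 ± 36.1 in untreated and DSS-treated mice labelled RelaΔhepStat3Δhep. Between the DSS-treated genotypes its log2 fold change was -1.18 (standard error 0.47, edgeR adjusted p = 0.302 over all genes and 0.0871 over the 6 enzymes). Rela mRNA was not lower in the libraries with this label, but whole-gene counts do not show whether exons were deleted. For Cyp7b1 the single DSS-treated mice had 110, 129 and 310 in wild-type and 62.0, 58.3 and 123 in the mice labelled RelaΔhepStat3Δhep, so the groups overlapped (exact permutation test, two-sided, p = 0.2). Leaving out 1 mouse at a time moved the difference between -1.61 and -0.56. Within the mice labelled RelaΔhepStat3Δhep, Cyp7b1 fell by 1.71 on the log2 scale with DSS (standard error 0.48, edgeR adjusted p = 0.0553 over all genes and 0.0257 over the 6 enzymes), and it passed the threshold over all genes with DESeq2 and with limma-voom. The difference between the genotypes' responses was -2.49 (standard error 0.66, edgeR adjusted p = 0.126 over all genes and 0.0197 over the 6 enzymes).

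Of the 6 enzymes 4 were lower and 2 higher in the DSS-treated mice labelled RelaΔhepStat3Δhep than in DSS-treated wild-type mice. None passed over all genes, 2 had an unadjusted p-value under 0.05, and 1 passed over the 6 alone. That gene was Cyp39a1, which was higher (log2 fold change 1.21, standard error 0.36, edgeR adjusted p = 0.182 over all genes and 0.0357 over the 6). Cyp39a1 is 1 of the 17 female-biased liver genes tested, all of which were higher in these mice. Cyp7a1, Cyp8b1 and Cyp27a1 differed by -0.08, -0.11 and -0.31 (edgeR adjusted p = 0.987, 0.968 and 0.709), and Cyp46a1 by 0.90 (edgeR adjusted p = 0.647). Among 11 regulators of bile acid metabolism 10 were lower, none past the threshold over all genes, and Atp8b1 (-0.52) and Nr5a2 (-0.48) passed over the 11 alone. Among 12 modifying enzymes 7 were lower and 5 higher, and over these 12 alone Scp2 (-1.00), Cyp2b10 (2.03) and Akr1d1 (0.61) passed. Cyp7b1 is a male-biased gene of mouse liver, and 10 of 11 other male-biased genes were also lower in these DSS-treated mice, whose libraries held Xist and almost no Y-chromosome transcripts.

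**Figure D4:**
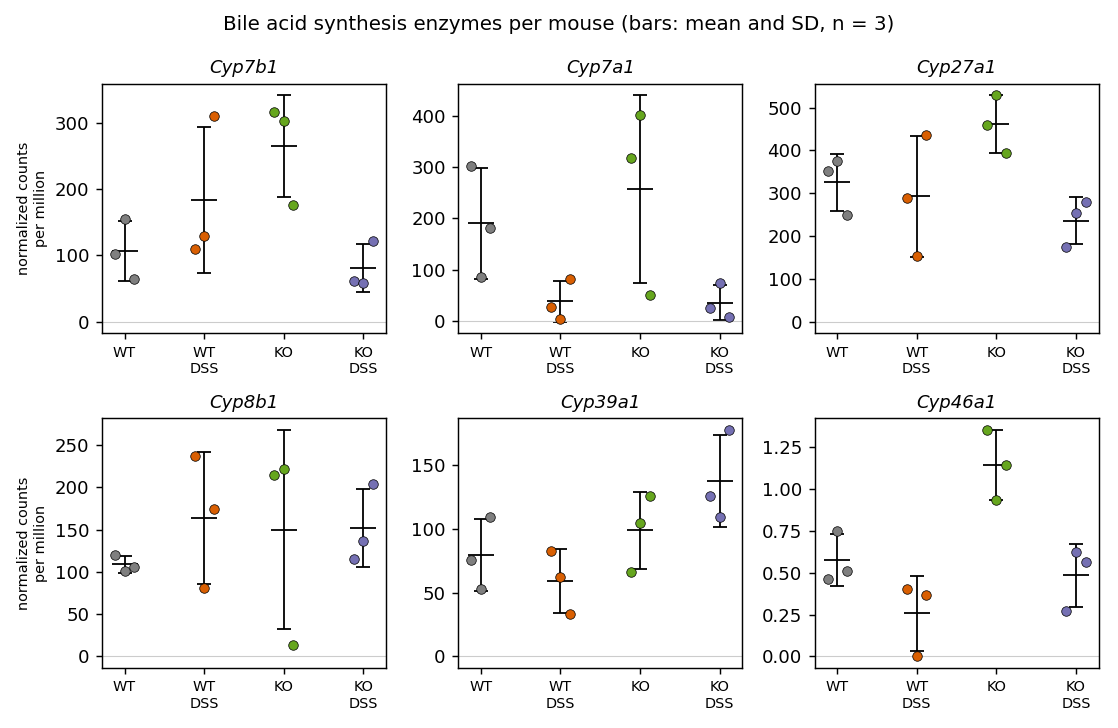
Normalized counts (CPM) of the bile acid synthesis enzymes in each mouse, by genotype and treatment.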

Transcriptomics data strikingly showed downregulation of *Cyp7b1* in the *Rela*Δhep*Stat3*Δhep mice and the other biosynthesis enzymes also follow a similar trend (Figure 3—figure supplement 1c–e). Our RT-qPCR analyses substantiated that in comparison to DSS-treated wild-type mice, DSS-treated *Rela*Δhep*Stat3*Δhep mice expressed a reduced level of mRNAs encoding primary bile acid synthesis pathway enzymes *Cyp7a1*, *Cyp8b1*, *Cyp27a1,* and *Cyp7b1* in the liver (Figure 3E). Thus, our data propose a new hypothesis that hepatic Rela and Stat3 instruct a gene program in the liver of colitogenic mice that supports the expression of mRNAs encoding primary BA metabolism enzymes.

### Reducing the levels of primary bile acids dampened intestinal inflammation in colitogenic *Rela*Δhep*Stat3*Δhep mice

To investigate if the altered hepatic gene expression led to a change in the abundance of primary bile metabolites in *Rela*Δhep*Stat3*Δhep mice, we performed a targeted metabolomic study using LC-MS. Apart from measuring CA and CDCA, we also measured the level of CDCA-derived bile metabolites, namely ursodeoxycholic acid and α- and β-muricholic acid which are specifically produced in mice (Honda et al., 2020). Our analyses revealed the abundance of cholic acid in the liver, which was approximately sevenfold less in DSS-treated *Rela*Δhep*Stat3*Δhep mice compared to their wild-type counterparts (Figure 4A). Likewise, we captured a close to 10-fold decrease in the hepatic level of CDCA in DSS-treated knockout mice. A substantially reduced levels of ursodeoxycholic acid and α-muricholic acid. We further compared DSS-treated wild-type and *Rela*Δhep*Stat3*Δhep mice for the colonic abundance of these bile acids. Consistent with the levels observed in the liver, we found a significantly reduced accumulation of both CA and CDCA in the colon of DSS-treated *Rela*Δhep*Stat3*Δhep mice. The difference between wild-type and knockout mice was substantially more marked for CDCA (Figure 4B).

**Figure 4.**
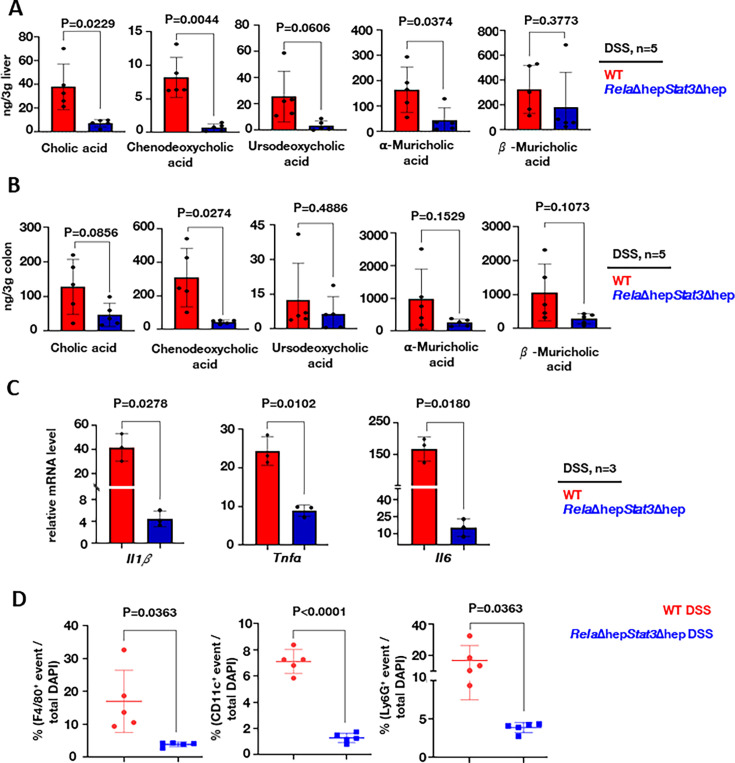
Altered accumulation of primary bile acids in *Rela*Δhep*Stat3*Δhep mice accompanies a less severe inflammatory signature in the colitogenic gut. Targeted LC-MS-based quantification of primary bile acid in the liver (**A**) and the colon (**B**) of dextran sodium sulfate (DSS)-treated wild-type and *Rela*Δhep*Stat3*Δhep mice (n=5). (**C**) RT-qPCR analyses comparing the colonic abundance of indicated mRNAs encoding pro-inflammatory cytokines (n=3) for DSS-treated wild-type and *Rela*Δhep*Stat3*Δhep mice. Fold change is relative to their corresponding wild-type littermates. (**D**) Dot-plot representing the frequency of F4/80^+^, CD11c^+^, and Ly6G^+^ cells among total DAPI-stained cells in the colon sections derived from DSS-treated wild-type and *Rela*Δhep*Stat3*Δhep mice. Figure 4—source data 1.Data used for generating graph in Figure 4A. Figure 4—source data 2.Data used for generating graph in Figure 4B. Figure 4—source data 3.Data used for generating graph in Figure 4C. Figure 4—source data 4.Data used for generating graph in Figure 4D.

**Figure 4—figure supplement 1.**
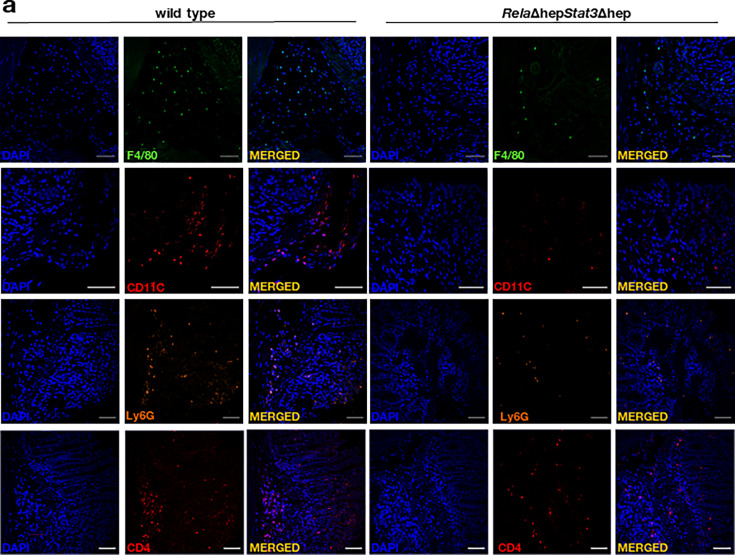
Microscopic analysis of immune cell infilteration in the colon of colitogenic mice. (**a**) Representative images of colon tissue stained with indicated immune cell markers, DAPI, and merged section in the dextran sodium sulfate (DSS)-treated wild-type and *Rela*Δhep*Stat3Δhep* mice. Scale represents 50 μm.

CDCA has been reported to engage the NLRP3 inflammasome, causing liver inflammation during cholestasis (Gong et al., 2016.) Furthermore, ex vivo experiments have shown that CDCA induces pro-inflammatory cytokine secretion by intestinal epithelial cells (Horikawa et al., 2019). Because, we noticed an altered abundance of these primary bile acids in *Rela*Δhep*Stat3*Δhep mice, we asked if DSS treatment dampened the pro-inflammatory response in these knockouts. Indeed, compared to DSS-treated wild-type mice, DSS-treated knockout mice presented with substantially reduced levels of mRNAs encoding key pro-inflammatory cytokines, namely Il1b, Tnfa, and Il6 (Figure 4C). Consistent with the less inflamed intestinal milieu, *Rela*Δhep*Stat3*Δhep mice also displayed a diminished frequency of inflammatory effector immune cells in the colitogenic gut (Figure 4D and Figure 4—figure supplement 1a). Confocal microscopy-based analyses of stained colon sections depicted a close to fivefold reduction in the recruitment of Ly6G+ cells, including neutrophils and monocytes, F4/80+ macrophages, and CD11c+ including macrophages and the dendritic cells in DSS-treated knockout mice, compared to their wild-type counterparts (Figure 4D and Figure 4—figure supplement 1a). Taken together, we propose that a reduced accumulation of primary bile acids alleviates experimental colitis in *Rela*Δhep*Stat3*Δhep mice.

### Supplementing chenodeoxycholic acid restores colitogenic sensitivity of *Rela*Δhep*Stat3*Δhep mice

Recent studies have highlighted the role of CA in potentiating intestinal damage by impairing Lgr5^+^ intestinal stem cells. However, the role of CDCA in regulating intestinal inflammation in colitogenic mice remains unclear. Therefore, we supplemented CDCA intraperitoneally daily for 6 days during DSS treatment in the wild-type or *Rela*Δhep*Stat3*Δhep mice and scored the DAI (Figure 5—figure supplement 1a). The optimum concentration of CDCA was determined by performing a dose-response curve. Mere daily supplementation of CDCA at the concentration of 10 mg/kg of body weight, elevated the levels of CDCA in the colon (Figure 5—figure supplement 1b) without inducing any colitogenic phenotype in either wild-type or *Rela*Δhep*Stat3*Δhep mice even after 6 days (Figure 5—figure supplement 1c–e). Moreover, the DAI of wild-type mice treated with both DSS and CDCA showed no change (Figure 5A). On the other hand, CDCA supplementation of the DSS-treated *Rela*Δhep*Stat3*Δhep mice showed DAI equivalent to wild-type DSS-treated mice with concomitant supplementation of colon length shortening (Figure 5A and B). Histological analyses of DSS-treated colon sections further substantiated that CDCA supplementation together with DSS treatment was sufficient for imparting damage to the colonic crypts of the colitis-resistant *Rela*Δhep*Stat3*Δhep mice (Figure 5C). Consistent with the observed intestinal pathologies, bile acid supplementation also triggered a drastic reduction in the colonic abundance of mRNAs encoding the junctional proteins *Tjp1* and *Ocln* as well as *Muc2* in DSS-treated *Rela*Δhep*Stat3*Δhep mice (Figure 5D). Concurrently, bile acid-supplemented *Rela*Δhep*Stat3*Δhep mice show prominently upregulated expression of genes encoding the pro-inflammatory cytokines Il1b, Tnfa, and Il6 upon DSS treatment, compared to those treated with DSS alone (Figure 5E). Thus, we conclude that RelA and Stat3-driven accumulation of CDCA aggravates intestinal inflammation-induced damage during experimental colitis.

**Figure 5.**
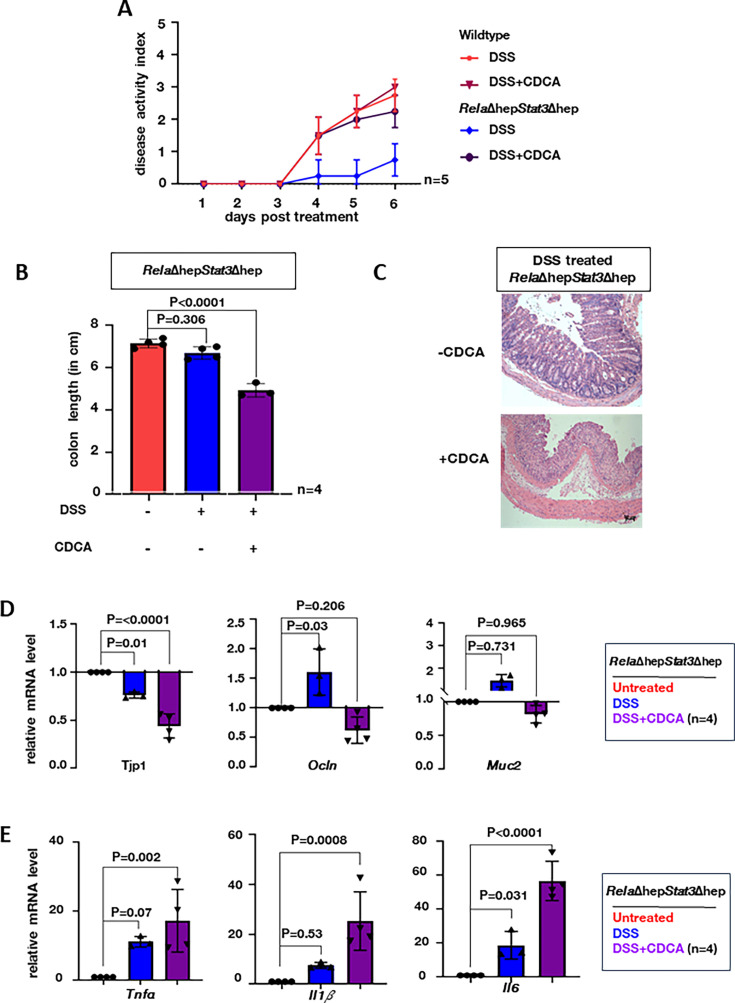
Supplementing chenodeoxycholic acid (CDCA) restores the colitogenic sensitivity in *Rela*Δhep*Stat3Δhep* mice. (**A**) Line plot charting the disease activity in a time course of wild-type and *Rela*Δhep*Stat3*Δhep mice subjected to dextran sodium sulfate (DSS) treatment while being supplemented with 10 mg/kg CDCA daily. Mice devoid of CDCA supplementation were treated with DMSO as controls. (**B**) Bar plot comparing the colon length of *Rela*Δhep*Stat3*Δhepmice subjected to DSS treatment for 6 days in the absence or presence of CDCA supplementation. (**C**) Hematoxylin and eosin (H&E) stained colon sections from DSS-treated *Rela*Δhep*Stat3*Δhep mice with and without CDCA supplementation. Data were obtained in 10 X magnification, this is a representative of three experimental replicates and a total of four sections from each set were examined. RT-qPCR analyses comparing the colonic abundance of indicated mRNAs encoding (**D**) IEC-specific markers and (**E**) pro-inflammatory cytokines in mice subjected to DSS treatment for 6 days in the absence or presence of CDCA supplementation (n=4). Untreated *Rela*Δhep*Stat3*Δhep mice were used as controls. Figure 5—source data 1.Data used for generating graph in Figure 4A. Figure 5—source data 2.Data used for generating graph in Figure 4B. Figure 5—source data 3.Data used for generating graph in Figure 4D. Figure 5—source data 4.Data used for generating graph in Figure 4E.

**Figure 5—figure supplement 1.**
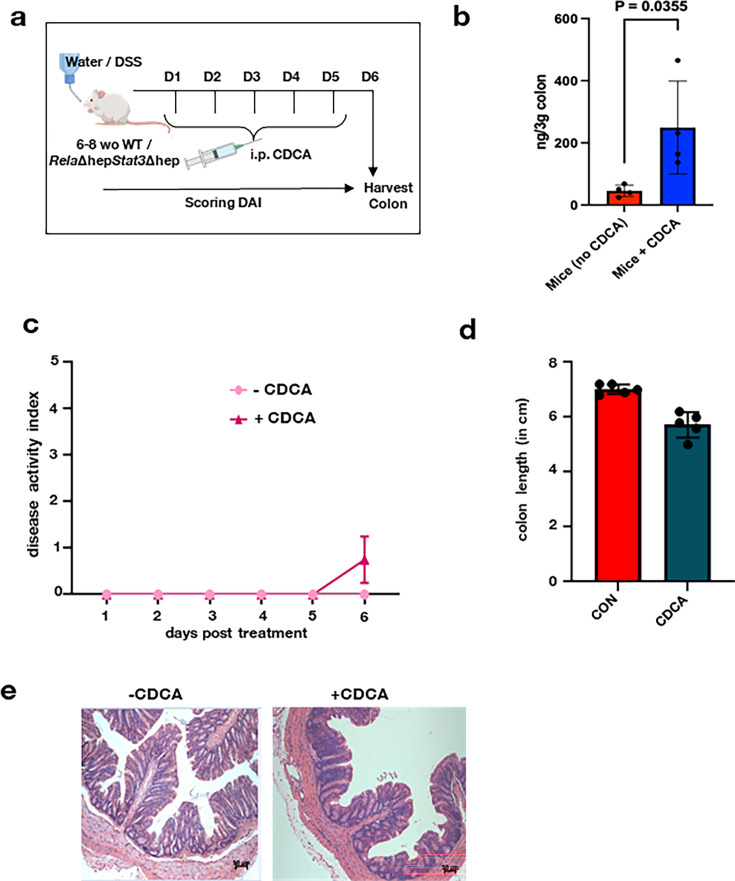
Supplementation of Chenodeoxycholic acid (CDCA) to the mice and its effect on gut. (**a**) Schematic description of the experimental design describing the course of dextran sodium sulfate (DSS) treatment and chenodeoxycholic acid (CDCA) supplementation. (**b**) Quantification of CDCA in the colon of mice, that received intraperitoneal injection of either CDCA or DMSO (control), through targeted LC-MS experiments. (**c**) Line plot charting the disease activity in a time course of *Rela*Δhep*Stat3*Δhep mice subjected to daily supplementation of 10 mg/kg CDCA. Mice devoid of CDCA supplementation were treated with DMSO as controls. (**d**) Bar plot comparing the colon length of *Rela*Δhep*Stat3*Δhepmice subjected to CDCA supplementation. (**e**) Colon sections from *Rela*Δhep*Stat3*Δhepmice supplemented with CDCA were examined by hematoxylin and eosin (H&E) staining. Figure 5—figure supplement 1—source data 1.Data used for generating graph in Figure 5—figure supplement 1b. Figure 5—figure supplement 1—source data 2.Data used for generating graph in Figure 5—figure supplement 1d.

## Discussion

IBD is a heterogeneous group of chronic inflammatory intestinal disorders that are influenced by environmental cues, intestinal dysbiosis, and the local immune responses (Ananthakrishnan et al., 2018; de Souza and Fiocchi, 2016). Chronic intestinal inflammation remodels the permeability barrier resulting in leakage of microbial components, including LPS, through the portal circulation thereby engaging extraintestinal organs such as the liver. The conventional treatment regimen for IBD involves aminosalicylates, corticosteroids, and anti-TNF agents to counter bowel inflammation (Gómez-Gómez et al., 2015). Systemic effects are only addressed upon worsening of symptoms (Veloso, 2011). To improve the clinical management of IBD, there is a need to identify targets and mechanisms that can concurrently address other associated causes. In this study, we reveal the surprising role of hepatic Rela-Stat3 in regulating the biosynthesis of primary bile acids, whose activation augments intestinal inflammation.

Lipopolysaccharides (LPS), one of the key components of microbial products, is known to induce inflammasome assembly by NF-κB/Lipocalin2-dependent axis in macrophages of colitogenic mice (Kim et al., 2022). Similarly, LPS-mediated non-canonical Stat3 activation through TLR4 ligand reprograms metabolic and inflammatory pathways in macrophages (Balic et al., 2020). In the acute DSS-induced colitis model, the release of LPS and other endotoxins would first activate kupffer cells of the liver, which then progressively triggers a response in relatively quiescent hepatocytes (Taniki et al., 2018). We argued that Stat3-NF-κB signaling may be of specific significance since these pathways in hepatocytes are known to control the secretion of hepatic factors. We indeed observed activation of the canonical arm of the NF-κB signaling pathway with RelA phosphorylation at Ser536 residue following DSS treatment. Interestingly, non-canonical Stat3 activation was detected with Ser727 phosphorylation preceding the phosphorylation of canonical Tyr705 residue. To understand the significance of these signaling pathways of hepatocytes in the context of disease outcomes and its functional consequence in disease management, we subjected the single and double hepatocyte-specific knockout mice to DSS treatment. Surprisingly, the *Rela*Δhep*Stat3*Δhep mice had attenuated disease activity index as well as diminished inflammatory response in the gut. Previous studies wherein attenuation of the colitogenic phenotype has been reported are for the gut-resident cells (Chawla et al., 2021; Shi et al., 2020; Weisser et al., 2011; Bessman et al., 2020). This study is amongst the first such, where ablation of genes in a distal organ - the liver - ameliorates colitis.

We then investigated the mechanisms underlying signaling networks in the liver that promote the colitis phenotype. Previously, hepatic Rela and Stat3 have been reported to act cooperatively to render protection against pulmonary infection, by eliciting an acute phase response, which enhances the pulmonary immune response (Quinton et al., 2012; Hilliard et al., 2015). We observe similar hepatic functions of Rela and Stat3 that amplify the immune response during experimental colitis, aggravating intestinal pathologies. Our unbiased transcriptome analysis of the liver genes revealed several metabolic and immune pathways to be altered in colitogenic mice. Amongst these, the biosynthesis of primary BAs prompted our immediate attention. The primary bile acids are known to have inflammatory activity and the cardinal paradigm in IBD is the decreased levels of secondary bile acid (Sinha et al., 2020; Yang et al., 2021a). This has been attributed to the altered gut microflora that are known to convert primary BAs into secondary BAs. It is important to note that most of these studies are carried out with fecal samples and a recent study that profiled the human intestinal environment under physiological conditions concluded that stool-based measurements do not reflect the true composition of BAs along the intestinal tracts. Intestinal samples were dominated by primary BAs, whereas stool samples were dominated by secondary BAs (Shalon et al., 2023). We, therefore, measured the intestinal BAs in IBD subjects by using mucosal biopsies and observed elevated levels of primary BAs in the IBD subjects as compared to non-IBD subjects.

Analysis of colitogenic mice intestinal samples also revealed enhanced primary BAs using mass spectrometry-based measurements. We observe both CDCA and CA accumulate in the intestine and liver of colitogenic wild-type mice when compared to knockout littermates. This accumulation of primary BA in both the intestine and liver is likely to be a consequence of increased biosynthesis in the liver and subsequent transport to the gut. Indeed, multiple primary bile synthesis pathway genes namely *Cyp7a1*, *Cyp27a1*, *Cyp7b1*, and *Cyp8b1* were substantially upregulated in the liver. Our observation is contradictory to the recently published work by Gui et al., 2023 which suggests that during IBD there is a downregulation of the biosynthesis machinery leading to reduced bile levels. Currently, we assume that these differences may arise due to the dose of DSS, the time course of the experiment, and the mice strain adapted for different studies leading to the difference in the transcriptional and metabolic landscape during IBD (Gui et al., 2023; Chen et al., 2022; Zhou et al., 2014).

Conventionally the cyp450 enzymes involved in the bile acid biosynthesis pathway are known to be regulated by the FXR signaling cascade (Eloranta and Kullak-Ublick, 2008). Our data suggest that RelA and Stat3 transcriptionally control these pathways under stress conditions. These two transcription factors have been known to collaborate in a variety of physiological and disease settings. Further studies would elucidate a mechanistic understanding of how these hepatocyte-specific transcriptional regulatory circuitry drives hepatic bile synthesis during gastrointestinal abnormalities. Mutant mice showed refractory behavior towards colitogensis, where mere supplementation of CDCA resulted in exacerbated colitis phenotype in the gut. Previous studies of increased CA have been attributed to colitis and CA was shown to limit the self-renewal capacity of intestinal stem cells leading to impaired intestinal restitution (Chen et al., 2022). We now propose that increased synthesis and secretion of the primary bile acids orchestrates intestinal inflammation. It is increasingly important to understand how bile acid signaling networks are affected in distinct organs where the bile acid composition differs, and how these networks impact intestinal diseases. Our studies identify a new, important Rela-Stat3 network system of hepatocytes that could enable the development of therapeutics that target BA imbalance by suppressing host-specific stress-induced pathways (Figure 6).

**Figure 6.**
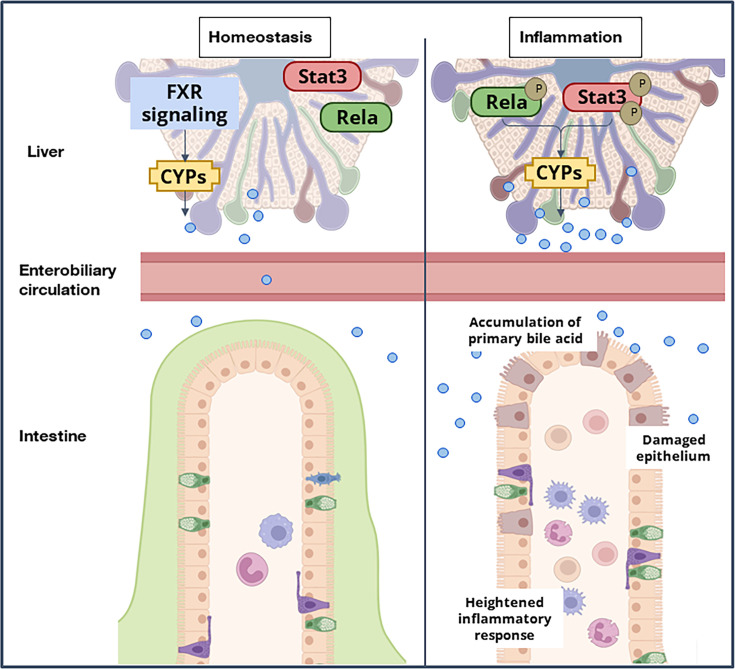
A model depicting the immuno-metabolic network linking the inflammation-induced hepatic signaling pathway to intestinal pathologies in mice.

Until now, only immunosuppressive agents and immunomodulators have been conventionally considered as therapeutic measures to manage IBD. However, with increasing research on the role of hepatic bile acid metabolism during experimental colitis, its potential cannot be undermined in the clinical setting. The potential of bile acids as a therapeutic target has been harnessed in the past; bile acid sequestrants have been utilized as a treatment for hyperlipidemia (Camilleri and Gores, 2015). Remedies like fecal microbial transplantation, which serve to normalize the bile acid ratios in the gut, have emerged as potential therapeutics in the last decade for IBD (Paramsothy et al., 2019, Sinha et al., 2020). However, the potential of altering hepatic bile metabolism has remained unexplored for IBD, possibly due to a lack of mechanistic insight. Towards this, our work demonstrates the pro-inflammatory potential of CDCA during colitis following the activation of the Rela/Stat3 pathway. The suppression of Rela/Stat3-induced CDCA could provide beneficial effects in IBD patients while protecting the basal bile acid levels (through FXR signaling). Thus our studies identify a hepatocyte-specific Rela/Stat3 network as a potential therapeutic target for intestinal diseases. Another approach could be the use of bile acid sequestrants, which will temporarily decrease the levels of primary bile acids in the colon until the proinflammatory pathways are dampened as a combinatorial therapy alongside existing treatments.

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	*Alb-Cre Rela^-/-^ Stat3^-/-^*	A gift from Dr. Lee Quinton’s lab at Boston University		C57BL/6
Strain, strain background (*Mus musculus*)	*Rela^fl/fl^ Stat3^fl/fl^*	A gift from Dr. Lee Quinton’s lab at Boston University		C57BL/6
Strain, strain background (*Mus musculus*)	*Alb-Cre Rela^-/-^*	A gift from Dr. Lee Quinton’s lab at Boston University		C57BL/6
Strain, strain background (*Mus musculus*)	*Rela^fl/fl^*	A gift from Dr. Lee Quinton’s lab at Boston University		C57BL/6
Strain, strain background (*Mus musculus*)	*Alb-Cre Stat3^-/-^*	A gift from Dr. Lee Quinton’s lab at Boston University		C57BL/6
Strain, strain background (*Mus musculus*)	*Stat3^fl/fl^*	A gift from Dr. Lee Quinton’s lab at Boston University		C57BL/6
Antibody	anti-mouse Ly-6G-PE (Rat monoclonal)	BD Biosciences	Cat# 551461, RRID: AB_394208	IF (1:500)
Antibody	anti-mouse F4/80-FITC (Mouse Polyclonal)	BioLegend	Cat# 157309, RRID: AB_2876535	IF (1:500)
Antibody	anti-mouse CD11c-PE (Hamster monoclonal)	BioLegend	Cat# 117308, RRID: AB_313777	IF (1:500)
Antibody	anti-mouse CD4-PE (Rat monoclonal)	BioLegend	Cat# 100408, RRID: AB_312693	IF (1:500)
Antibody	anti-mouse STAT3 (mouse monoclonal)	ThermoFisher Scientific	Cat# MA1-13042, RRID: AB_10985240	IF (1:100) WB (1:1000)
Antibody	anti-mouse Rela (Rabbit polyclonal)	Santa Cruz Biotechnology	Cat# sc372, RRID: AB_632037	IF (1:100) WB (1:1000)
Antibody	anti-mouse Phospho-Stat3 (Ser727) (Rabbit monoclonal)	Cell Signaling Technology	Cat# 34911, RRID: AB_2737598	IF (1:100) WB (1:1000)
Antibody	anti-mouse Phospho-Stat3 (Ser727) (Rabbit monoclonal)	Cell Signaling Technology	Cat# 34911, RRID: AB_2737598	IF (1:100) WB (1:1000)
Antibody	anti-mouse Phospho-Stat3 (Tyr705) (Rabbit monoclonal)	Cell Signaling Technology	Cat# 34911, RRID: AB_2737598	IF (1:100)tjp WB (1:1000)
Antibody	anti-mouse Phospho-NF-κB p65 (Ser536) (Rabbit polyclonal)	Cell Signaling Technology	Cat# 3031, RRID: AB_330559	WB (1:1000)
Antibody	anti-mouse GAPDH (Rabbit monoclonal)	Cell Signaling Technology	Cat# 2118, RRID: AB_561053	WB (1:1000)
Antibody	anti-mouse β-Actin (Rabbit polyclonal)	Cell Signaling Technology	Cat# 4967, AB_330288	WB (1:1000)
Antibody	anti-rabbit IgG (H+L) Secondary Antibody Alexa Fluor Plus 555 (Goat polyclonal)	Thermo Fisher Scientific	Cat# A32732, AB_2633281	IF (1:2000)
Sequence-based reagent	*Tjp1_F*	This paper	PCR primer	GCTTTAGCGAACAGAAGGAGC
Sequence-based reagent	*Tjp1_R*	This paper	PCR primer	TTCATTTTTCCGAGACTTCACCA
Sequence-based reagent	*Ocln_F*	This paper	PCR primer	TGAAAGTCCACCTCCTTACAGA
Sequence-based reagent	*Ocln_R*	This paper	PCR primer	CCGGATAAAAAGAGTACGCTGG
Sequence-based reagent	*Muc2_F*	This paper	PCR primer	AGGGCTCGGAACTCCAGAAA
Sequence-based reagent	*Muc2_R*	This paper	PCR primer	CCAGGGAATCGGTAGACATCG
Sequence-based reagent	*Tff3_F*	This paper	PCR primer	TTGCTGGGTCCTCTGGGATAG
Sequence-based reagent	*Tff3_R*	This paper	PCR primer	TACACTGCTCCGATGTGACAG
Sequence-based reagent	*Il1b_F*	This paper	PCR primer	CATCCCATGAGTCACAGAGGATG
Sequence-based reagent	*Il1b_R*	This paper	PCR primer	ACCTTCCAGGATGAGGACATGAG
Sequence-based reagent	*Tnf_F*	This paper	PCR primer	CTGAACTTCGGGGTGATCGG
Sequence-based reagent	*Tnf_R*	This paper	PCR primer	GGCTTGTCACTCGAATTTTGAGA
Sequence-based reagent	*Il6_F*	This paper	PCR primer	CCCCAATTTCCAATGCTCTCC
Sequence-based reagent	*Il6_R*	This paper	PCR primer	GGATGGTGTTGGTCCTTAGCC
Sequence-based reagent	*Gapdh_F*	This paper	PCR primer	AGGTCGGTGTGAACGGATT
Sequence-based reagent	*Gapdh_R*	This paper	PCR primer	AATCTCCACTTTGCCACTGC
Sequence-based reagent	*Cyp7a1_F*	This paper	PCR primer	GCTGTGGTAGTGAGCTGTTG
Sequence-based reagent	*Cyp7a1_R*	This paper	PCR primer	GTTGTCCAAAGGAGGTTCACC
Sequence-based reagent	*Cyp8b1_F*	This paper	PCR primer	CCTCTGGACAAGGGTTTTGTG
Sequence-based reagent	*Cyp8b1_R*	This paper	PCR primer	GCACCGTGAAGACATCCCC
Sequence-based reagent	*Cyp27a1_F*	This paper	PCR primer	AGGGCAAGTACCCAATAAGAGA
Sequence-based reagent	*Cyp27a1_R*	This paper	PCR primer	TCGTTTAAGGCATCCGTGTAGA
Sequence-based reagent	*Cyp7b1_F*	This paper	PCR primer	TCCTGGCTGAACTCTTCTGC
Sequence-based reagent	*Cyp7b1_R*	This paper	PCR primer	CCAGACCATATTGGCCCGTA
Sequence-based reagent	*Cre_F*	This paper	PCR primer	GGTGAACGTGCAAAACAGGCTC
Sequence-based reagent	*Cre_R*	This paper	PCR primer	AAAACAGGTAGTTATTCGGATCATCAGC
Sequence-based reagent	*Tcrd_F*	This paper	PCR primer	CAAATGTTGCTTGTCTGGTG
Sequence-based reagent	*Tcrd_R*	This paper	PCR primer	GTCAGTCGAGTGCACAGTTT
Sequence-based reagent	*Stat3^flox^_F*	This paper	PCR primer	CCTGAAGACCAAGTTCATCTGTGTTGAC
Sequence-based reagent	*Stat3^flox^_R*	This paper	PCR primer	CACACAAGCCATCAAACTCTGGTCTCC
Sequence-based reagent	*Rela^flox^_F*	This paper	PCR primer	GAGCGCATGCCTAGCACCAG
Sequence-based reagent	*Rela^flox^_R*	This paper	PCR primer	GTGCACTGCATGCGTGCAG
Chemical compound, drug	Dextran sulphate sodium salt	Sigma-Aldrich	Cat# 42867	
Chemical compound, drug	Fluorescein isothiocyanate-dextran	Sigma-Aldrich	Cat# 60842-46-8	
Chemical compound, drug	Chenodeoxycholic acid	Sigma-Aldrich	Cat# C9377	
Chemical compound, drug	DAPI	Sigma-Aldrich	Cat# D9542	
Chemical compound, drug	PowerUp SYBR	Thermo Fisher Scientific	Cat# A25742	
Chemical compound, drug	Fluorosheild	Sigma-Aldrich	Cat# F6182	
Commercial assay or kit	NucleoSpin RNA	Macherey-Nagel	Cat# 74106	
Commercial assay or kit	Primescript 1^st^ strand cDNA synthesis kit	Takara Bio	Cat# 6110 A	
Software, algorithm	Prism 9	GraphPad	9.0	

## Materials and methods

### Human studies

All studies were approved by the All India Institute of Medical Science Ethics Committee for postgraduate research (Approval number – IECPG-270/22.04.2019). Biopsy specimens were collected from recto-sigmoidal or sigmoidal colon regions. Ulcerative colitis patients with mild-to-moderate disease activity (SCCAI: 3–9) were included in the IBD group. Subjects undergoing sigmoidoscopy for inspection of manifestations such as haemorrhoidal bleeds were included in the non-IBD group. Patients with severe disease activity, a history of antibiotics or topical steroids in the past 4 weeks, pregnancy, comorbid illnesses, and/or a history of bowel surgery were excluded. These samples were immediately stored at –80°C in cryovials till further processing.

### Animal studies

All mouse strains were housed at the National Institute of Immunology (NII) and utilized adhering to the institutional guidelines (Approval number – IAEC 579/21). 5–7 week old C57BL/6 mice of a were used. Hepatocyte-specific knockout animals (Cre under albumin promoter) *Rela*Δhep, *Stat3*Δhep, and *Rela*Δhep*Stat3*Δhep along with their Cre-negative (referred to as wild-type in the text) littermates *Rela^fl/fl^*, *Stat3^fl/fl^*, and *Rela^fl/fl^Stat3^fl/fl^* were generously gifted by Dr. Lee Quinton, School of Medicine, Boston University, Boston, MA, USA. Above mentioned knockout strains were crossed with their corresponding wild-type littermates to expand the colonies for experimental purposes at the small animal facility.

### Induction and assessment of colitis in mice

As described earlier (Kiesler et al., 2015), 5–7 weeks old male/female (18–21 g body weight) mice of the indicated genotypes were randomly chosen for administration with 2% of DSS in drinking water for 6 days. Subsequently, body weight and disease activity were assessed for 6 days from the onset of DSS treatment. All experiments were performed using littermate mice cohoused for a week prior to the initiation of the experiments. The disease activity index was estimated based on stool consistency and rectal bleeding. The score was assigned as follows – 0 points were given for well-formed pellets, 1 point for pasty and semi-formed stool, 2 points for liquid stool, 3 points for bloody smear along with stool, and 4 points were assigned for bloody fluid/mortality. Mice with more than 30% loss of body weight were considered moribund, and euthanized. For specific experiments, mice were euthanized at the indicated days post-onset of DSS treatment, and colon tissues were collected.

10 mg/kg body weight of chenodeoxycholic acid dissolved in DMSO was injected via intraperitoneal route into mice as described earlier (Ward et al., 2017).

### Histopathological studies

At day 6 of DSS treatment, mice with the indicated genotypes were euthanized, and the entire colon was excised. The colon length was measured from the rectum to the caecum. Subsequently, distal colons were washed with PBS, fixed in 10% formalin, and embedded in paraffin. 5 µm thick tissue sections were generated from the inflamed region and stained with hematoxylin and eosin (H&E). Alternately, sections were stained with Alcian Blue to reveal mucin content. Images were acquired using Image-Pro6 software on an Olympus inverted microscope under a 20 X objective lens. The severity of colitis was assessed by epithelial damage and infiltration of inflammatory immune cells in the submucosa of the colon.

Three experimental replicates was used for histological scoring, two fields per section, and a total of three sections from each set were examined. Histological injury was assessed by a combined score of inflammatory cell infiltration (score 0–3) and mucosal damage (score 0–3) as previously described in *Ren Y* et al*.* 2019.

### Intestinal permeability assay

For assessing intestinal permeability, FITC-dextran was orally gavaged to untreated or DSS-treated mice 6 hr prior to sera collection. Fluorescent-based quantitation of sera samples were performed using CLARIOstar microplate reader (λ_ex_: 490 nm and λ_em_: 520 nm).

#### Antibiotic treatment

Gut sterilization was achieved by administration of an antibiotic cocktail: ampicillin 1 g/l, neomycin 1 g/l, metronidazole 0.25 g/l, and vancomycin 0.5 g/l as described in *Hernández-Chirlaque C* et al. 2016. Antibiotic treatment was applied for 4 weeks before the start of DSS-treatment and was maintained until the end of the experiment. Depletion of gut microbiota was confirmed by conventional bacterial enumeration studies from the faaces of mice before and during the antibiotic treatment.

### Confocal microscopy: Sample preparation and analysis

#### Sample preparation

Distal colon samples were fixed in 10% formalin for 24 hr. Fixed sections were embedded in paraffin and 5 µm based sections were generated using microtome. Deparaffinization of sections were achieved by snap heating followed by xylene wash, subsequently, these were rehydrated. Antigen retrieval was performed using a sodium citrate buffer (10 mM, pH 6.0) at 95° for 10 min and the slides were allowed to cool down. Furthermore, these were rinsed in PBS, permeabilized for 5 min in 0.4% PBST, and blocked for 1 hr in 5% bovine serum albumin. These sections were stained with fluorescently conjugated antibodies listed in key rescource table for overnight at 4°. Non-conjugated primary antibodies were incubated O/N at 4°s followed by incubation of conjugated secondary antibody for 2 hr. Subsequently, the slides were rinsed in PBS and incubated with DAPI for nuclear staining. Finally, slides were mounted using fluoroshield mounting media, and slides were analyzed under a ZEISS LSM 980 confocal microscope at 40 X (oil) magnification.

For analysis, the ratio between the signal of interest/DAPI was calculated for every field. Each dot represents the average ratio for five individual fields of interest. The plot is representative of data from three biological replicates.

### Gene expression studies

Total RNA was isolated using MN-NucleoSpin RNA (as per manufacturer’s instructions) from the liver and colon of untreated and DSS-treated animals of indicated genotypes. cDNA was synthesized using a Takara cDNA synthesis kit as per manufacturer protocol. RT-qPCR was performed using PowerUp SYBR Green PCR master mix in the ABI 7500 FAST instrument. Relative mRNA levels were quantitated and GAPDH was used as a control.

Furthermore, RNA isolated from liver tissue was subjected to paired-end RNA sequencing after rRNA depletion, on Illumina platform 6000 at the core facility of the CCMB, India. Twenty million unique RNA fragments were sequenced per sample and the average length of the sequenced reads was around 150 bp. The RNA-seq raw data is available in the NIH National Center for Biotechnology Information GEO database as GSE243307. Quality control and sequence trimming was performed using fastp (v0.23.2). The trimmed paired-end reads were aligned to the mouse genomes (mm9) using the HISAT2 (v2.2.1) pipeline. Reads were assembled into transcripts using StringTie (v2.2.1). Annotation was conducted using aligned sequences and a GTF annotation file. The mapped reads were then used for generating the count table using StringTie (v2.2.1). We had a total of 51,610 entries in our dataset for which differential expression analysis was performed using the DEseq2 R package. Pathway enrichment was performed using the GO database and clusters were visualized using the R package ClusterProfiler.

### Biochemical studies

#### Immunoblot analyses

Tissue fragments (colon or liver) were homogenized in hand held douncer in SDS-RIPA buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% Triton-X 100, 1 mM DTT, 1 X Proteinase inhibitor, 1 X Protease inhibitor). Subsequently, these extracts were centrifuged and the supernatants were resolved by SDS-PAGE and transferred onto a PVDF membrane, and immunoblotting was performed using indicated antibodies. Blots were developed using Immobilon HRP substrate and images were acquired through the ImageQuant Chemiluminescent imaging system (LAS 500). Band intensities were quantified in ImageJ.

#### Targeted metabolomics

Lipid pools were extracted by a two-step liquid-liquid extraction protocol as described previously (Gaikwad, 2020). Specific weight of the murine tissue was homogenized in methanol twice using 1.0 mm Zirconium beads. Extracted tissue pellets were subjected to chloroform extraction using a bath sonicator twice. The methanol and chloroform fractions were pooled and evaporated using speed-vac. Samples were added with 150 ul MeOH, vortexed, sonicated, and filtered (0.45 µm) for further analysis. A triple quadruple mass spectrometer (Waters, Milford, MA, USA) recorded MS and MS/MS spectra using electrospray ionization (ESI) in negative ion (NI) mode. Waters Acquity UPLC system was connected to the triple-quadrupole mass spectrometer. Analytical separations of the mixture of specific primary BAs were performed on the UPLC system using an ACQUITY UPLC C18 (1.6 mm 1×150 mm) analytical column.

#### Untargeted Metabolomics

5 mg of biopsy material was transferred to pre-chilled homogenizer vials, mixed with 80% methanol, and subjected to three rounds of homogenization, each with two cycles of 30 s. The homogenate was centrifuged at 14,000 g for 20 min at 4°C and thereafter dried overnight in Speed Vac. At the time of the sample run the samples were resuspended in 15% ACN for Reverse Phase Chromatography, and LC/MS was performed on a Thermo Fisher Orbitrap Fusion Tribrid Mass Spectrometer.

### Statistical analysis

Quantified data for 3–6 mice replicates were plotted as mean ± SEM (represented as error bars). Unless otherwise mentioned, unpaired two-tailed Student’s t-test and one-way Anova was used for calculating statistical significance in data sets involving two groups and multiple groups, respectively.

### Data and material availability

The mice strain used has been gifted by Dr. Lee Quinton from Boston University and is available at the breeding facility at the National Institute of Immunology. All materials and reagents will be available on request. The transcriptomic data is available online at GEO with accession id GSE243307. All codes used for the analysis are publically available and can also be provided upon request.

## Data Availability

Sequencing data have been deposited in GEO under the accession code GSE243307. All data generated or analysed during the study are included in the manuscript and supporting files, source data files have been provided for Figure 1 to 5. The following dataset was generated: GokhaleRS MohantyD BasakS NandicooriVK SinghJ SanyalP 2024A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesisNCBI Gene Expression OmnibusGSE24330710.7554/eLife.93273PMC1132176139137024

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 1—source data 2.

|  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Blot Quantification** |  |  |  |  |  |  |  |
| sample | prel | stat3 ser | stat3 tyr |  |  |  |  |
| D6 | 3.37301322 | 17.871526 | 4.4800465 |  |  |  |  |
| D6 | 1.13132733 | 16.747813 | 2.69036589 |  |  |  |  |
| D6 | 2.13994222 | 17.1907064 | 3.45024729 |  |  |  |  |
| D4 | 2.20268752 | 9.68023885 | 4.35725264 |  |  |  |  |
| D4 | 3.5012384 | 10.1364446 | 15.2227365 |  |  |  |  |
| D4 | 2.84117127 | 10.6262155 | 7.61868445 |  |  |  |  |
| D2 | 10.4455546 | 7.40188258 | 3.64555475 |  |  |  |  |
| D2 | 6.49267588 | 7.27456551 | 0.82433389 |  |  |  |  |
| D2 | 8.11498526 | 7.3598531 | 2.38913419 |  |  |  |  |
| C | 0.14639625 | 0.12867949 | 0.12423075 |  |  |  |  |
| C | 0.14639625 | 0.12867949 | 0.12423075 |  |  |  |  |
| C | 0.14639625 | 0.12867949 | 0.12423075 |  |  |  |  |
|  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| **pRelA Quantification** |  |  |  |  |  |  |  |
| ANOVA summary |  |  | Dunnett's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Summary | Adjusted P Value |
| F | 22.6 |  | control vs. day2 | -7.351 | -10.14 to -4.561 | *** | 0.0002 |
| P value | 0.0003 |  | control vs. day4 | -1.848 | -4.638 to 0.9412 | ns | 0.2084 |
| P value summary | *** |  | control vs. day6 | -1.215 | -4.004 to 1.575 | ns | 0.4904 |
| Significant diff. among means (P < 0.05)? | Yes |  |  |  |  |  |  |
| R squared | 0.8945 |  |  |  |  |  |  |
| F (DFn, DFd) | 1.845 (3, 8) |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| **pStat3 ser Quantification** |  |  |  |  |  |  |  |
| ANOVA summary |  |  | Dunnett's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Summary | Adjusted P Value |
| F | 995.1 |  | control vs. day2 | -6.345 | -7.216 to -5.475 | **** | <0.0001 |
| P value | <0.0001 |  | control vs. day4 | -9.148 | -10.02 to -8.277 | **** | <0.0001 |
| P value summary | **** |  | control vs. day6 | -16.27 | -17.14 to -15.40 | **** | <0.0001 |
| Significant diff. among means (P < 0.05)? | Yes |  |  |  |  |  |  |
| R squared | 0.9973 |  |  |  |  |  |  |
| F (DFn, DFd) | 2.192 (3, 8) |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| **pStat3 tyr Quantification** |  |  |  |  |  |  |  |
| ANOVA summary |  |  | Dunnett's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Summary | Adjusted P Value |
| F | 4.463 |  | control vs. day2 | -1.286 | -8.130 to 5.558 | ns | 0.9057 |
| P value | 0.0403 |  | control vs. day4 | -8.066 | -14.91 to -1.222 | * | 0.0235 |
| P value summary | * |  | control vs. day6 | -2.54 | -9.384 to 4.304 | ns | 0.6009 |
| Significant diff. among means (P < 0.05)? | Yes |  |  |  |  |  |  |
| R squared | 0.626 |  |  |  |  |  |  |
| F (DFn, DFd) | 1.985 (3, 8) |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273

## STAT3-Ser727

### Labelling:

M - Protein ladder

C - wild type animals without any treatment

D2 - wildtype animals with DSS treatment for 2 days.

D4 - wildtype animals with DSS treatment for 4 days.

D6 - wildtype animals with DSS treatment for 6 days.

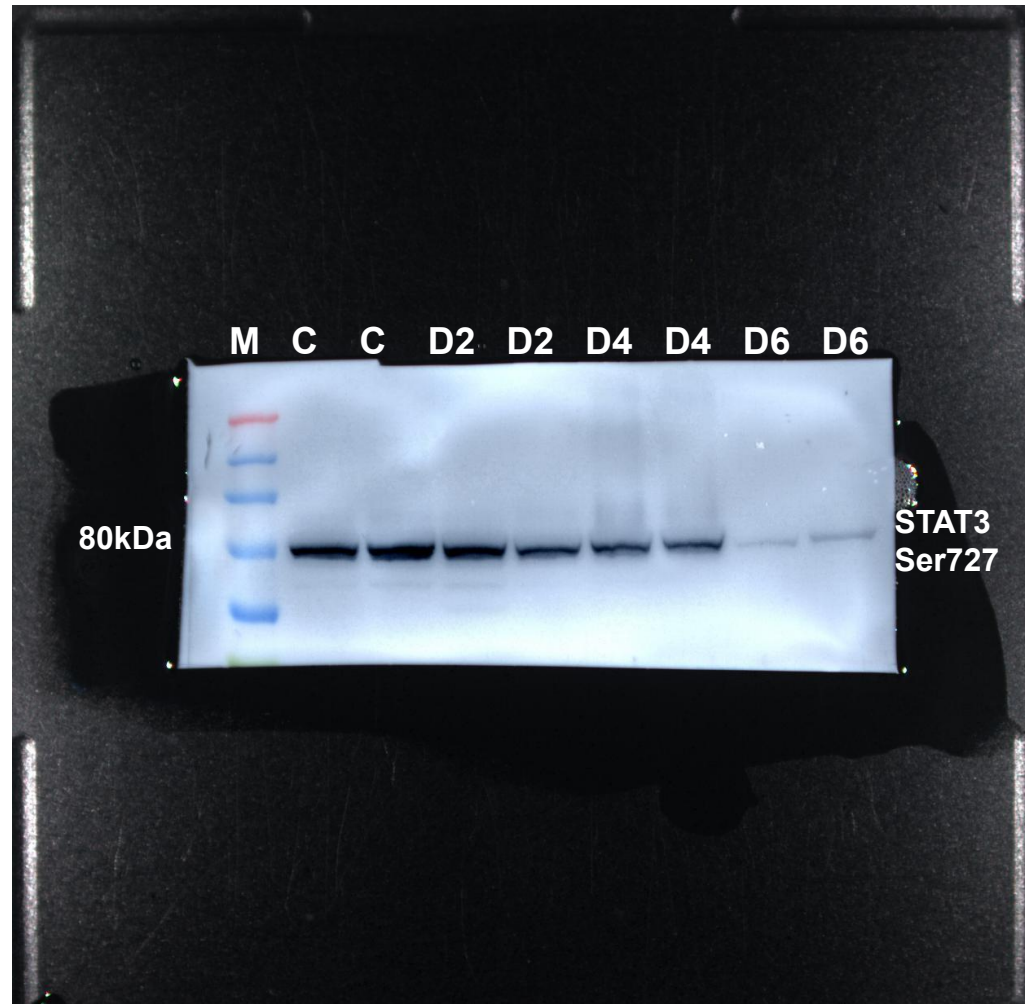

STAT3-Tyr705

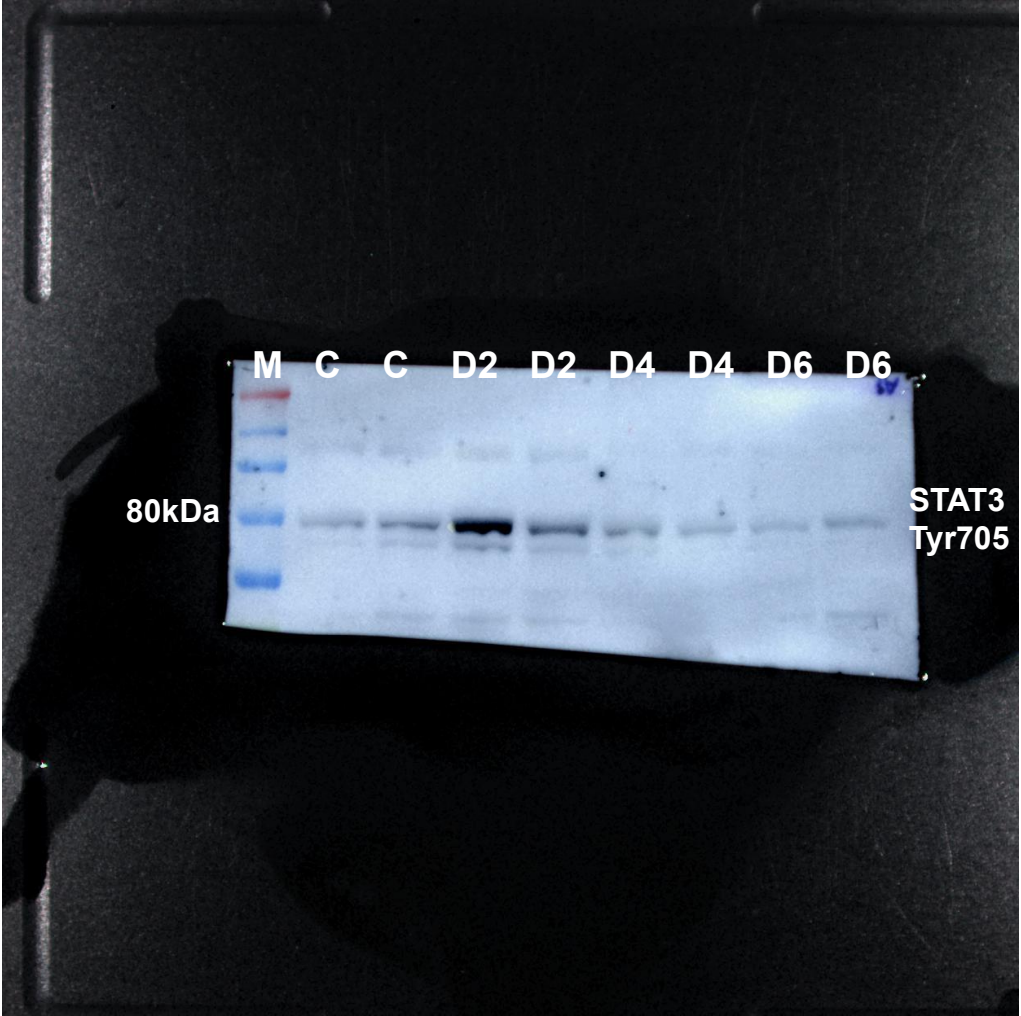

# Total STAT3

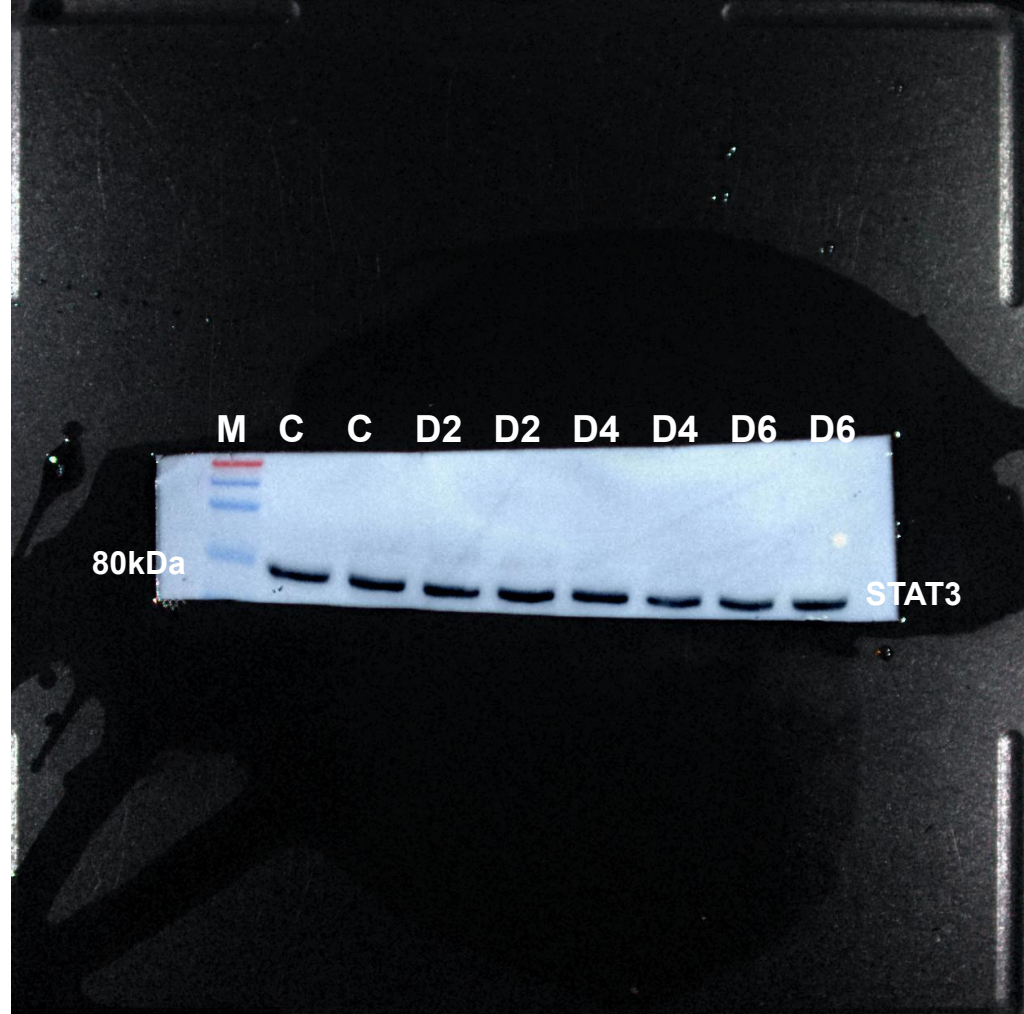

## RelA-Ser536

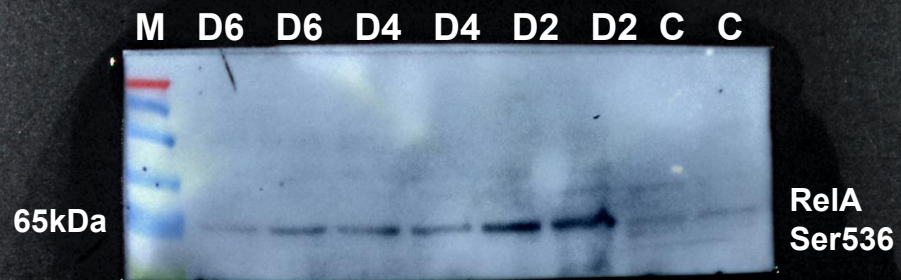

# Total RelA

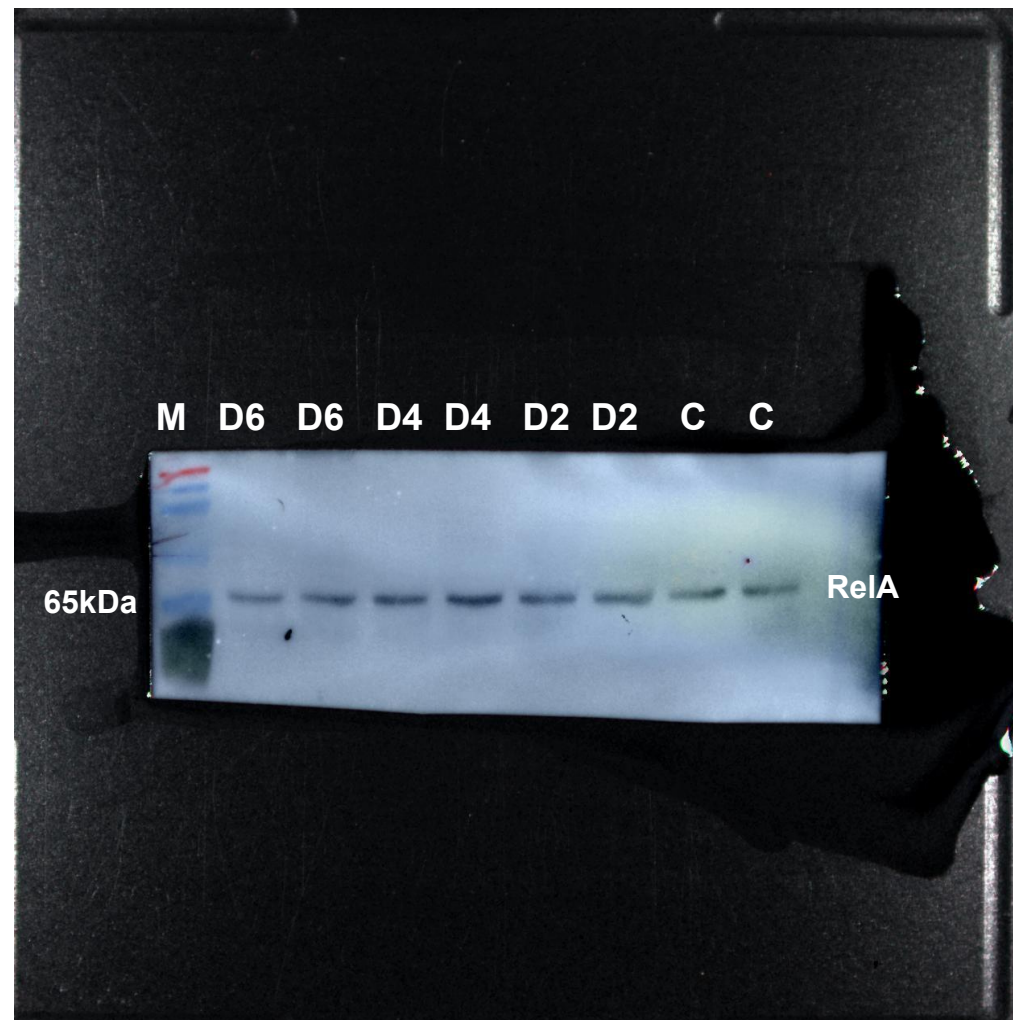

## Beta actin

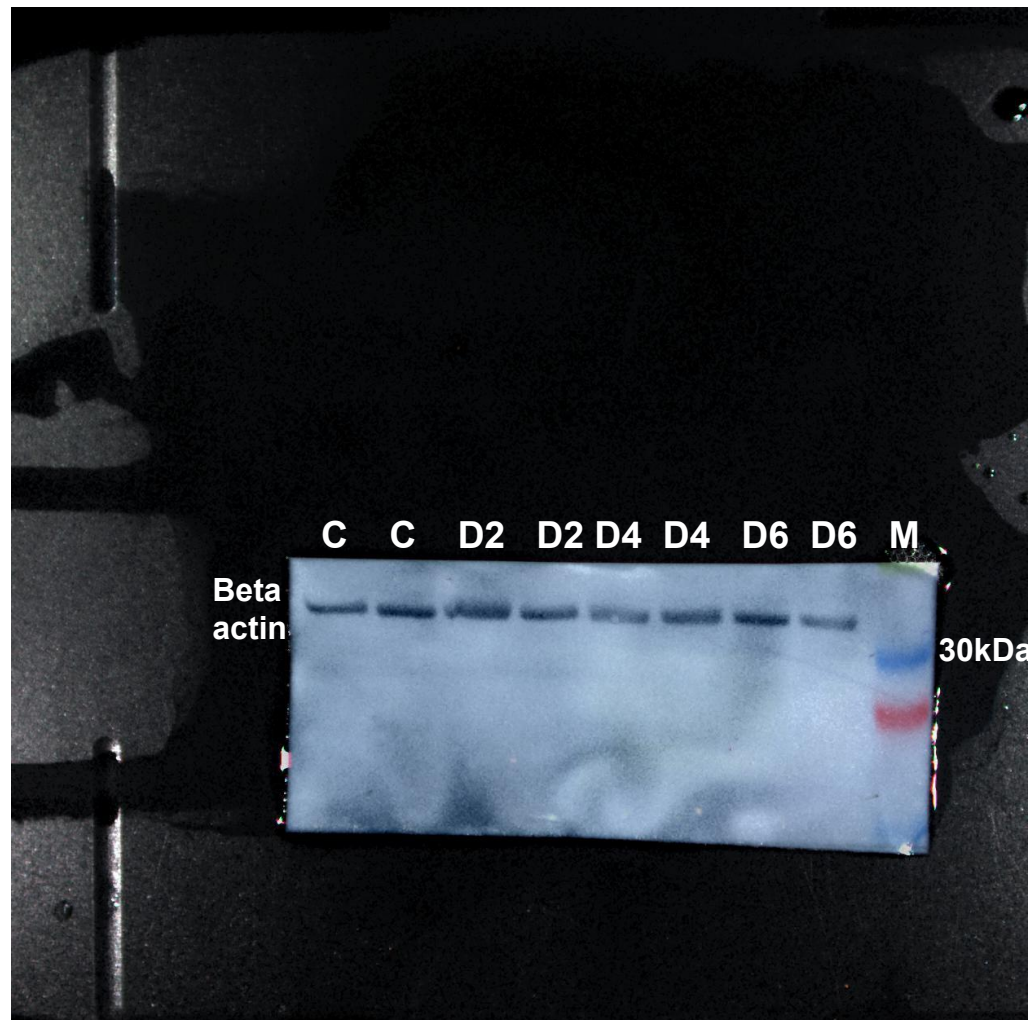

**Supplement:** Figure 1—source data 3.

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 1—figure supplement 1—source data 1.

|  |  |  |  |
| --- | --- | --- | --- |
| **SGPT** | **wt_con** | **wt_d4** | **wt_d6** |
|  | 81.82 | 74.58 | 67.87 |
|  | 68.98 | 62.4 | 89.46 |
|  | 137.34 | 49.21 | 78.42 |
|  |  |  |  |
| **Bilurubin-D** | **wt_con** | **wt_d4** | **wt_d6** |
|  | 0.68 | 0.7 | 1.03 |
|  | 0.31 | 1.12 | 0.89 |
|  | 1.06 | 1.02 | 0.95 |
|  |  |  |  |
| **GGT** | **wt_con** | **wt_d4** | **wt_d6** |
|  | 6.57 | 6.99 | 11.73 |
|  | 4.31 | 8.92 | 7.92 |
|  | 9.84 | 9.7 | 9.95 |
|  |  |  |  |
| **SGOT** | **wt_con** | **wt_d4** | **wt_d6** |
|  | 137.98 | 135.13 | 123.8 |
|  | 119.35 | 124.26 | 145.31 |
|  | 302.92 | 119.61 | 134.35 |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 2—source data 1.

| **Disease activity index** |  |  |  |  |  | |  |  |  |  |  | |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Days post DSS treatment | **WT** | | | | | **rela-/-** | | | | | | **stat3-/-** | | | | | |
| 1 | 0 | 0 | 0 | 0 | 0 | | 0 | 0 | 0 | 0 | 0 | | 0 | 0 | 0 | 0 | 0 |
| 2 | 0 | 0 | 0 | 0 | 0 | | 0 | 0 | 0 | 0 | 0 | | 0 | 0 | 0 | 0 | 0 |
| 3 | 0 | 0 | 0 | 0 | 0 | | 0 | 0 | 1 | 0 | 0 | | 0 | 0 | 0 | 0 | 0 |
| 4 | 1 | 2 | 1 | 2 | 1 | | 1 | 1 | 2 | 1 | 1 | | 1 | 1 | 1 | 1 | 1 |
| 5 | 2 | 2 | 2 | 3 | 3 | | 2 | 2 | 2 | 2 | 2 | | 1 | 2 | 1 | 2 | 1 |
| 6 | 2 | 2 | 2 | 3 | 3 | | 2 | 2 | 2 | 3 | 3 | | 2 | 2 | 2 | 2 | 2 |
|  |  |  |  |  |  | |  |  |  |  |  | |  |  |  |  |  |
|  |  |  |  |  |  | |  |  |  |  |  | |  |  |  |  |  |
|  |  |  |  |  |  | |  |  |  |  |  | |  |  |  |  |  |
|  |  |  |  |  |  | |  |  |  |  |  | |  |  |  |  |  |
| **WT vs dKO** |  |  |  |  |  | |  |  |  |  |  | |  |  |  |  |  |
| Test details |  |  | Below threshold? | P value | Mean of WT | | Mean of rela-/-stat3-/- | Difference | SE of difference | t ratio | df | | Adjusted P Value |  |  |  |  |
| Test name | Unpaired t test |  |  |  | 0 | | 0 | 0 | 0 |  |  | |  |  |  |  |  |
| Variance assumption | Individual variance for each row |  |  |  | 0 | | 0 | 0 | 0 |  |  | |  |  |  |  |  |
| Multiple comparisons | Set P value threshold |  |  |  | 0 | | 0 | 0 | 0 |  |  | |  |  |  |  |  |
| Method | Holm-Šídák method |  | Yes | 0.006635 | 1.667 | | 0.2 | 1.467 | 0.3611 | 4.062 | 6 | | 0.006635 |  |  |  |  |
| Alpha | 0.05 |  | Yes | 0.00001 | 2.4 | | 0 | 2.4 | 0.2449 | 9.798 | 8 | | 0.000049 |  |  |  |  |
|  |  |  | Yes | 0.001476 | 2.5 | | 0.6 | 1.9 | 0.3761 | 5.052 | 7 | | 0.004867 |  |  |  |  |
|  |  |  | Yes | 0.001219 | 2.75 | | 0.9 | 1.85 | 0.3541 | 5.225 | 7 | | 0.004867 |  |  |  |  |
|  |  |  | Yes | 0.001496 | 2.5 | | 1.1 | 1.4 | 0.2777 | 5.041 | 7 | | 0.004867 |  |  |  |  |
|  |  |  |  |  |  | |  |  |  |  |  | |  |  |  |  |  |
|  |  |  |  |  |  | |  |  |  |  |  | |  |  |  |  |  |
|  |  |  |  |  |  | |  |  |  |  |  | |  |  |  |  |  |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 2—source data 2.

| **colon length** |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **(in cms)** | **WT_Con** | **WT_DSS** | **AR_Con** | **AR_DSS** | **AS_Con** | **AS_DSS** | **dKO_Con** | **dKO_DSS** |
| rep1 | 7.9 | 5.2 | 7.8 | 5.5 | 7.2 | 5.5 | 7.3 | 6.9 |
| rep2 | 7.2 | 4.6 | 7.3 | 6.1 | 7.8 | 5.6 | 7.5 | 6.5 |
| rep3 | 7.4 | 5.2 | 7.2 | 5.2 | 7 | 5.6 | 7 | 6.5 |
| rep4 | 7.3 | 4.5 | 7.1 | 5.7 | 7.4 | 6 | 7.3 | 7 |
|  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |
|  | ANOVA summary |  |  | Tukey's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Summary | Adjusted P Value |
|  | F | 42.78 |  | WT_Con vs. WT_DSS | 2.575 | 1.855 to 3.295 | **** | <0.0001 |
|  | P value | <0.0001 |  | WT_Con vs. AR_Con | 0 | -0.6198 to 0.8198 | ns | 0.9997 |
|  | P value summary | **** |  | WT_Con vs. AR_DSS | 0.1 | 1.105 to 2.545 | **** | <0.0001 |
|  | Significant diff. among means (P < 0.05)? | Yes |  | WT_Con vs. AS_Con | 1.825 | -0.6198 to 0.8198 | ns | 0.9997 |
|  | R squared | 0.9258 |  | WT_Con vs. AS_DSS | 1.775 | 1.055 to 2.495 | **** | <0.0001 |
|  |  |  |  | WT_Con vs. dKO_Con | 0.175 | -0.5448 to 0.8948 | ns | 0.9912 |
|  | Brown-Forsythe test |  |  | WT_Con vs. dKO_DSS | 0.725 | 0.005167 to 1.445 | * | 0.0475 |
|  | F (DFn, DFd) | 0.6017 (7, 24) |  | WT_DSS vs. AR_Con | -2.475 | -3.195 to -1.755 | **** | <0.0001 |
|  |  |  |  | WT_DSS vs. AR_DSS | -0.75 | -1.470 to -0.03017 | * | 0.0369 |
|  |  |  |  | WT_DSS vs. AS_Con | -2.475 | -3.195 to -1.755 | **** | <0.0001 |
|  |  |  |  | WT_DSS vs. AS_DSS | -0.8 | -1.520 to -0.08017 | * | 0.022 |
|  |  |  |  | WT_DSS vs. dKO_Con | -2.4 | -3.120 to -1.680 | **** | <0.0001 |
|  |  |  |  | WT_DSS vs. dKO_DSS | -1.85 | -2.570 to -1.130 | **** | <0.0001 |
|  |  |  |  | AR_Con vs. AR_DSS | 1.725 | 1.005 to 2.445 | **** | <0.0001 |
|  |  |  |  | AR_Con vs. AS_Con | 0 | -0.7198 to 0.7198 | ns | >0.9999 |
|  |  |  |  | AR_Con vs. AS_DSS | 1.675 | 0.9552 to 2.395 | **** | <0.0001 |
|  |  |  |  | AR_Con vs. dKO_Con | 0.075 | -0.6448 to 0.7948 | ns | >0.9999 |
|  |  |  |  | AR_Con vs. dKO_DSS | 0.625 | -0.09483 to 1.345 | ns | 0.1226 |
|  |  |  |  | AR_DSS vs. AS_Con | -1.725 | -2.445 to -1.005 | **** | <0.0001 |
|  |  |  |  | AR_DSS vs. AS_DSS | -0.05 | -0.7698 to 0.6698 | ns | >0.9999 |
|  |  |  |  | AR_DSS vs. dKO_Con | -1.65 | -2.370 to -0.9302 | **** | <0.0001 |
|  |  |  |  | AR_DSS vs. dKO_DSS | -1.1 | -1.820 to -0.3802 | *** | 0.0008 |
|  |  |  |  | AS_Con vs. AS_DSS | 1.675 | 0.9552 to 2.395 | **** | <0.0001 |
|  |  |  |  | AS_Con vs. dKO_Con | 0.075 | -0.6448 to 0.7948 | ns | >0.9999 |
|  |  |  |  | AS_Con vs. dKO_DSS | 0.625 | -0.09483 to 1.345 | ns | 0.1226 |
|  |  |  |  | AS_DSS vs. dKO_Con | -1.6 | -2.320 to -0.8802 | **** | <0.0001 |
|  |  |  |  | AS_DSS vs. dKO_DSS | -1.05 | -1.770 to -0.3302 | ** | 0.0014 |
|  |  |  |  | dKO_Con vs. dKO_DSS | 0.55 | -0.1698 to 1.270 | ns | 0.2302 |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 2—source data 3.

| **Pearmeability Assay** |  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **WT_Untreated** | **WT_Treated** | **dKO_Untreated** | **dKO_Treated** |  |  |  |  |  |  |
| 230 | 2526 | 210 | 1388 |  |  |  |  |  |  |
| 280 | 2041 | 260 | 1020 |  |  |  |  |  |  |
| 210 | 2496 | 250 | 1081 |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |
| P value | 0.0048 |  |  |  |  |  |  |  |  |
| P value summary | ** |  |  |  |  |  |  |  |  |
| Significantly different (P < 0.05)? | Yes |  |  |  |  |  |  |  |  |
| One- or two-tailed P value? | Two-tailed |  |  |  |  |  |  |  |  |
| Welch-corrected t, df | t=6.145, df=3.649 |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |  |  |
| ANOVA summary |  |  | Tukey's multiple comparisons test | Mean Diff. | 95.00% CI of diff. | Below threshold? | Summary | Adjusted P Value |  |
| F | 105.1 |  | WT_Untreated vs. WT_Treated | -2114 | -2557 to -1671 | Yes | **** | <0.0001 | A-B |
| P value | <0.0001 |  | WT_Untreated vs. dKO_Untreated | 0 | -442.9 to 442.9 | No | ns | >0.9999 | A-C |
| P value summary | **** |  | WT_Untreated vs. dKO_Treated | -923 | -1366 to -480.1 | Yes | *** | 0.0007 | A-D |
| Significant diff. among means (P < 0.05)? | Yes |  | WT_Treated vs. dKO_Untreated | 2114 | 1671 to 2557 | Yes | **** | <0.0001 | B-C |
| R squared | 0.9753 |  | WT_Treated vs. dKO_Treated | 1191 | 748.5 to 1634 | Yes | *** | 0.0001 | B-D |
| F (DFn, DFd) | 0.6812 (3, 8) |  | dKO_Untreated vs. dKO_Treated | -923 | -1366 to -480.1 | Yes | *** | 0.0007 | C-D |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 2—source data 4.

| **RT-qPCR** |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **tj1** | **WT_control** | **WT_D6** | **KO_control** | **KO_D6** |  | **Unpaired t test** |  |
|  | 1 | 0.4 | 1 | 0.86 |  | P value | 0.0238 |
|  | 1 | 0.44 | 1 | 0.6 |  | P value summary | * |
|  | 1 | 0.19 | 1 | 0.72 |  | Significantly different (P < 0.05)? | Yes |
|  |  |  |  |  |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  | Welch-corrected t, df | t=3.551, df=3.996 |
|  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| **occ** | **WT_control** | **WT_D6** | **KO_control** | **KO_D6** |  | **Unpaired t test** |  |
|  | 1 | 0.6 | 1 | 1.06 |  | P value | 0.0032 |
|  | 1 | 0.62 | 1 | 1.2 |  | P value summary | ** |
|  | 1 | 0.4 | 1 | 1.2 |  | Significantly different (P < 0.05)? | Yes |
|  |  |  |  |  |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  | Welch-corrected t, df | t=7.273, df=3.478 |
|  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| **tff3** | **WT_control** | **WT_D6** | **KO_control** | **KO_D6** |  | **Unpaired t test** |  |
|  | 1 | 0.32 | 1 | 1.27 |  | P value | 0.0002 |
|  | 1 | 0.44 | 1 | 1.35 |  | P value summary | *** |
|  | 1 | 0.48 | 1 | 1.46 |  | Significantly different (P < 0.05)? | Yes |
|  |  |  |  |  |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  | Welch-corrected t, df | t=12.95, df=3.928 |
|  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| **muc2** | **WT_control** | **wt_treated** | **KO_control** | **KO_D6** |  | **Unpaired t test** |  |
|  | 1 | 0.13 | 9.64 | 1.96 |  | P value | 0.0522 |
|  | 1 | 0.35 | 9.84 | 3.35 |  | P value summary | ns |
|  | 1 | 0.33 | 9.48 | 4.45 |  | Significantly different (P < 0.05)? | No |
|  |  |  |  |  |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  | Welch-corrected t, df | t=4.128, df=2.040 |
|  |  |  |  |  |  |  |  |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273

## Gel run for PCR product of CRE and internal control

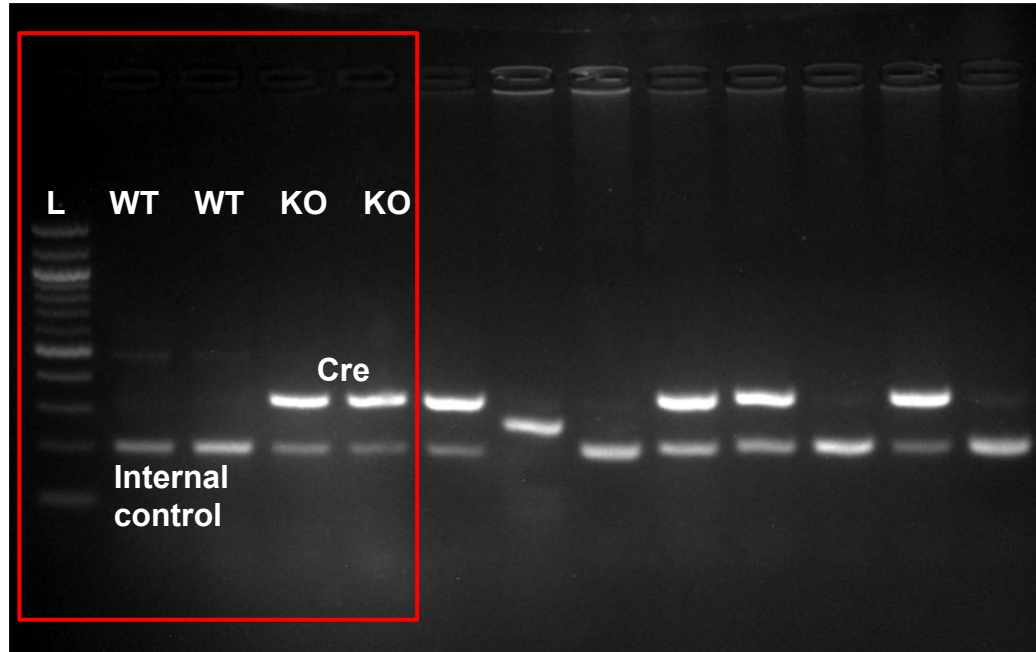

## Gel run for PCR product of fRelA

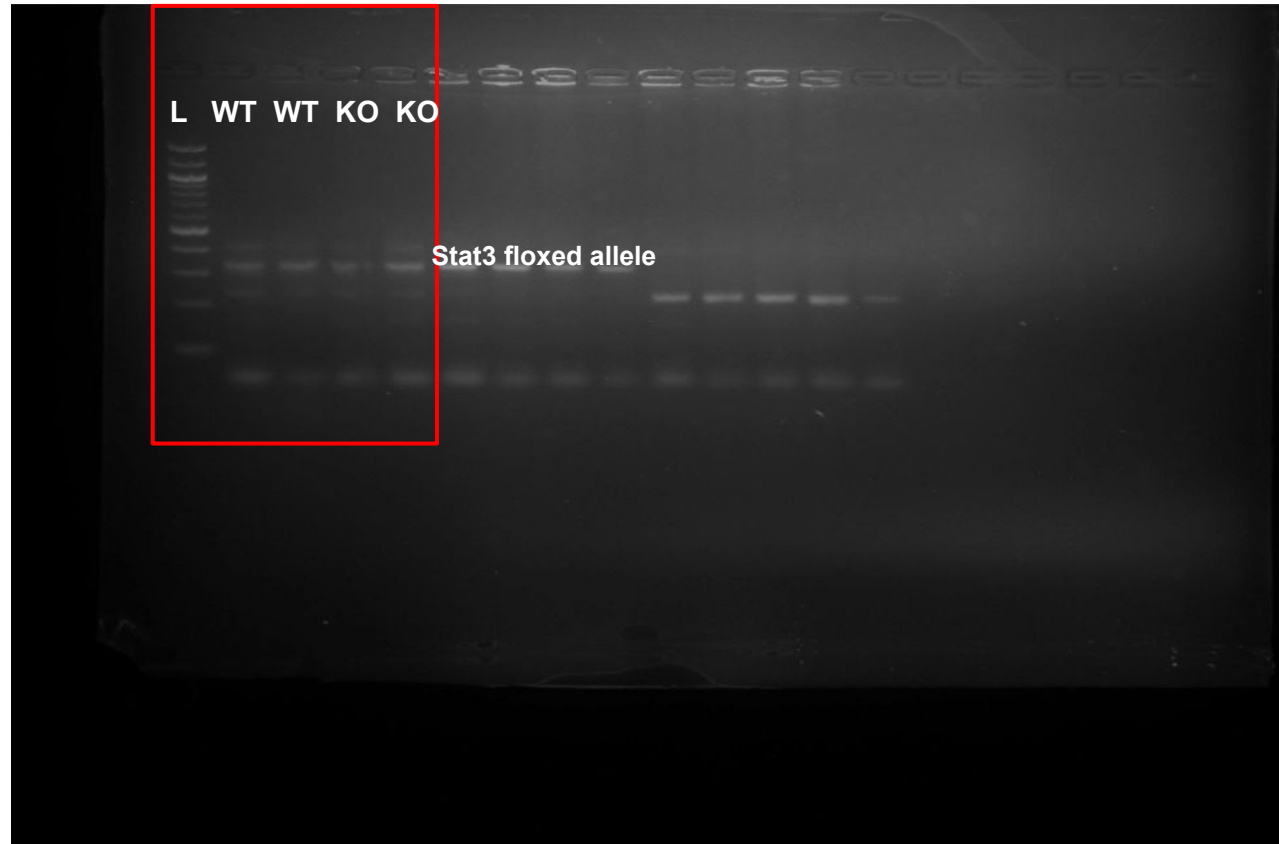

## Gel run for PCR product of fRelA

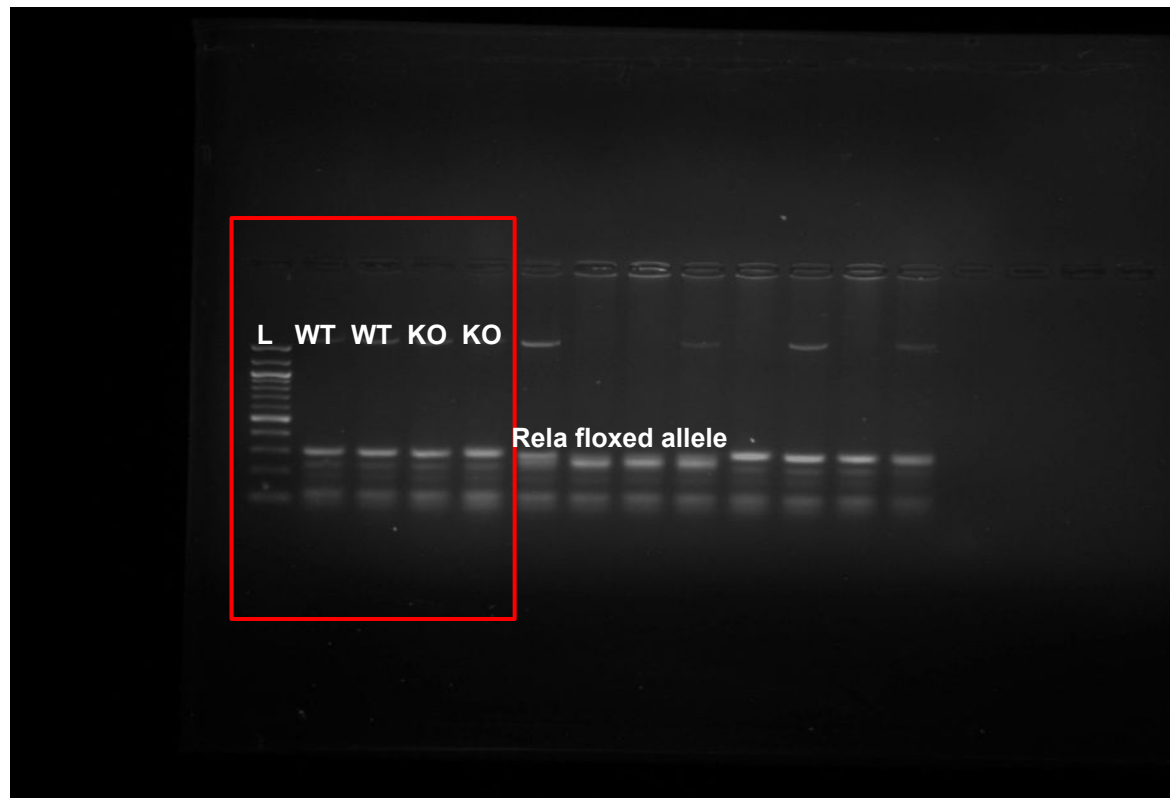

**Supplement:** Figure 2—figure supplement 1—source data 1.

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 2—figure supplement 1—source data 3.

## Total RelA

**M** **W1** **W2** **K1** **K2** **W1** **W2** **K1** **K2**

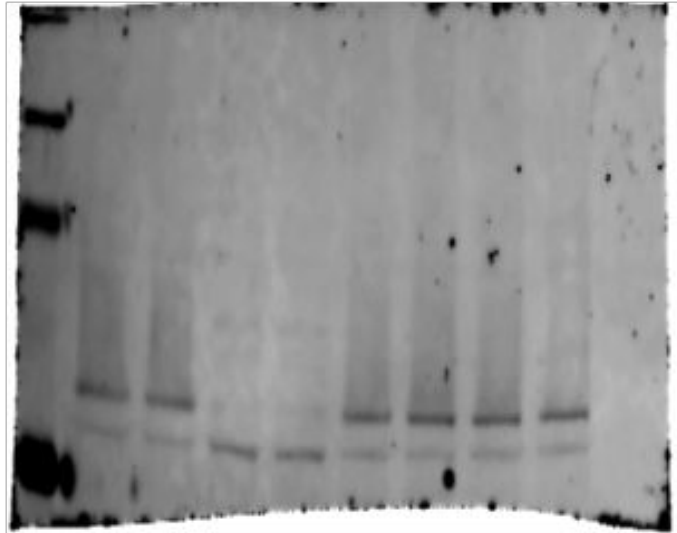

Red – liver  
Blue – colon  
W – wild type  
K – knockout

## Total Stat3

Red – liver  
Blue – colon  
W – wild type  
K – knockout

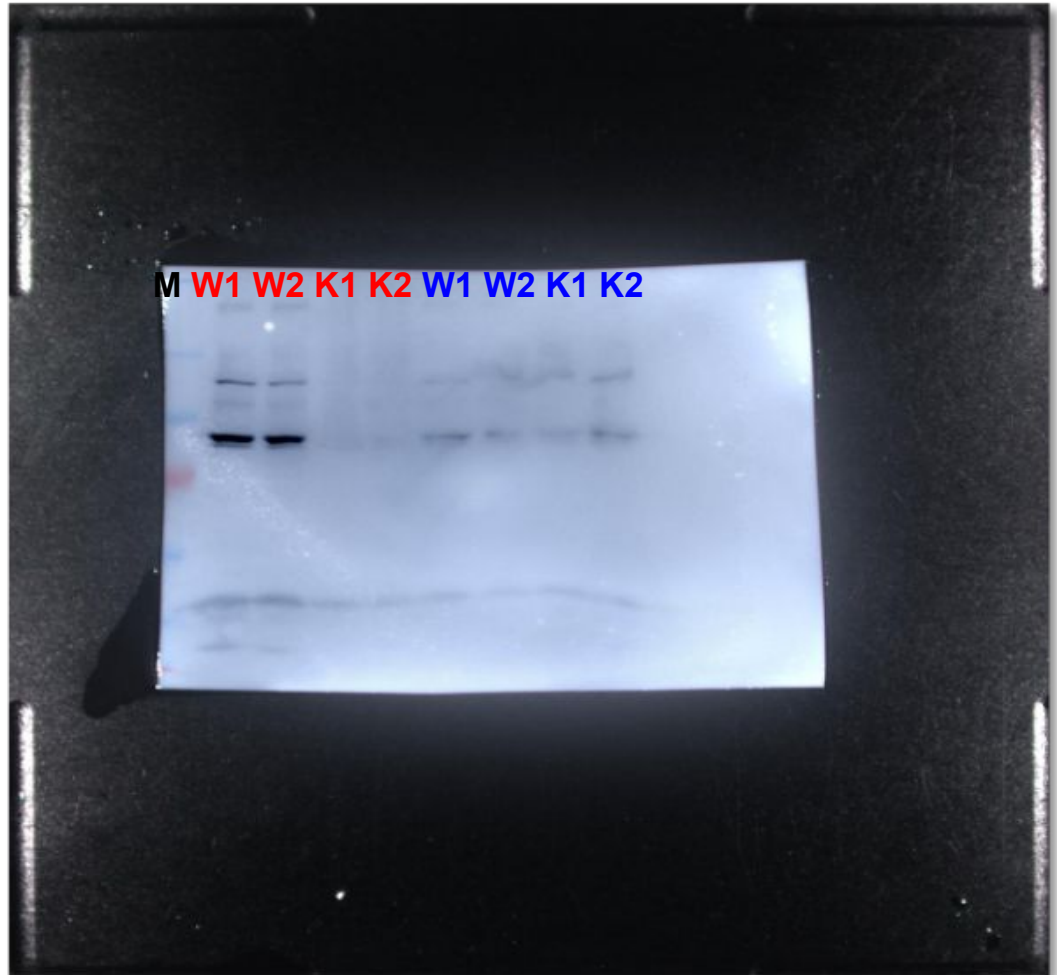

## Gapdh

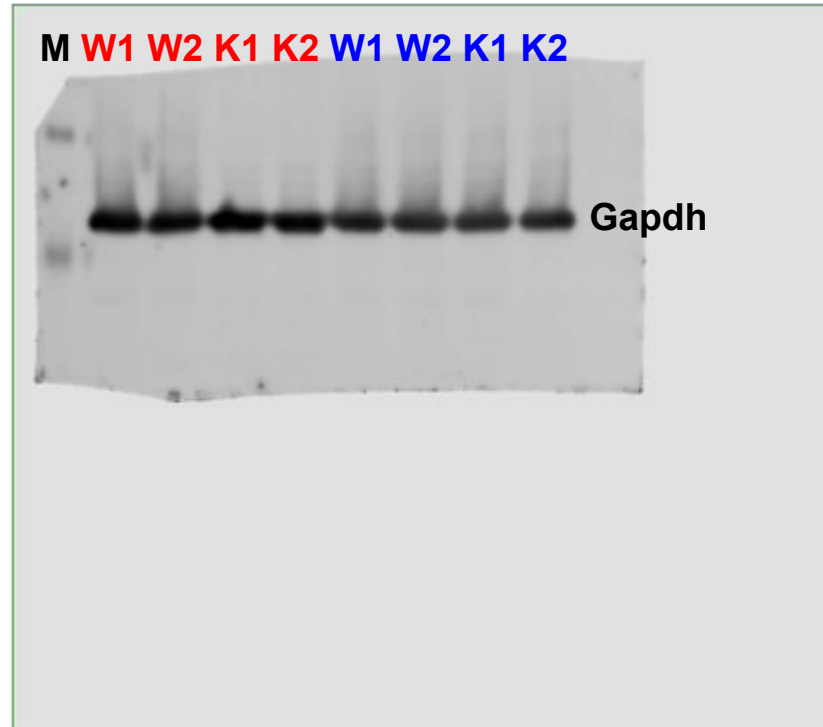

Red – liver  
Blue – colon  
W – wild type  
K – knockout

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 2—figure supplement 1—source data 5.

| untreated wild type | DSS treated wild type | untreated relaΔhepstat3Δhep | untreated relaΔhepstat3Δhep |
| --- | --- | --- | --- |
| 0 | 6 | 0 | 3 |
| 0 | 4 | 0 | 2 |
| 0 | 5 | 0 | 3 |
| 0 | 5 | 0 | 3 |
| 0 | 4 | 0 | 3 |
| 0 | 5 | 0 | 4 |
| 0 | 6 | 0 | 2 |
| 0 | 6 | 0 | 3 |
| 0 | 6 | 0 | 2 |
| 0 | 6 | 0 | 3 |
| 0 | 5 | 0 | 2 |
|  |  |  |  |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 3—source data 2.

| **RT-qPCR** |  |  |  | **P value for cyp7b1 fc_wt vs fc_dt** |  |
| --- | --- | --- | --- | --- | --- |
| **cyp7b1** | **fc_wt** | **fc_dt** |  | P value | 0.0157 |
|  | 4.237852 | 0.352195 |  | P value summary | * |
|  | 6.423383 | 0.298909 |  | Significantly different (P < 0.05)? | Yes |
|  | 5.910718 | 0.423699 |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  | t, df | t=7.817, df=2.012 |
|  |  |  |  |  |  |
|  |  |  |  |  |  |
|  |  |  |  |  |  |
|  |  |  |  |  |  |
|  |  |  |  | **P value for cyp7a1 fc_wt vs ko_dt** |  |
| **cyp7a1** | **fc_wt** | **fc_dt** |  | P value | 0.0318 |
|  | 2.016239 | 0.022701 |  | P value summary | * |
|  | 1.139447 | 0.065557 |  | Significantly different (P < 0.05)? | Yes |
|  | 2.175982 | 0.20717 |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  | t, df | t=5.134, df=2.120 |
|  |  |  |  |  |  |
|  |  |  |  |  |  |
|  |  |  |  |  |  |
|  |  |  |  |  |  |
|  |  |  |  | **P value for cyp27a1 fc_wt vs ko_dt** |  |
| **cyp27a1** | **fc_wt** | **fc_dt** |  | P value | 0.0461 |
|  | 2.181015 | 0.000866 |  | P value summary | * |
|  | 3.215404 | 0.306367 |  | Significantly different (P < 0.05)? | Yes |
|  | 4.66432 | 0.339936 |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  | Welch-corrected t, df | t=4.309, df=2.090 |
|  |  |  |  |  |  |
|  |  |  |  |  |  |
|  |  |  |  |  |  |
|  |  |  |  |  |  |
|  |  |  |  | **P value for cyp8b1 fc_wt vs ko_dt** |  |
| **cyp8b1** | **fc_wt** | **fc_dt** |  | P value | 0.0371 |
|  | 3.473503 | 0.589383 |  | P value summary | * |
|  | 4.015037 | 0.842816 |  | Significantly different (P < 0.05)? | Yes |
|  | 5.952505 | 0.860745 |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  | Welch-corrected t, df | t=4.905, df=2.054 |
|  |  |  |  |  |  |
| **code** |  |  |  |  |  |
| **wc** | **wildtype control** |  |  |  |  |
| **wt** | **wild type treated** |  |  |  |  |
| **kc** | **knockout control** |  |  |  |  |
| **kt** | **knockout treated** |  |  |  |  |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 3—source data 4.

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 3—figure supplement 1—source data 1.

| **SGPT** | **ko_con** | **ko_d4** | **ko_d6** |
| --- | --- | --- | --- |
|  | 175.04 | 54.07 | 109.74 |
|  | 90.2 | 26.03 | 87.72 |
|  | 70.69 | 161.03 | 68.78 |
|  |  |  |  |
| **Bilurubin-D** | **ko_con** | **ko_d4** | **ko_d6** |
|  | 0.84 | 0.7 | 1.01 |
|  | 0.86 | 0.65 | 0.23 |
|  | 0.35 | 0.89 | 0.7 |
|  |  |  |  |
| **GGT** | **ko_con** | **ko_d4** | **ko_d6** |
|  | 9.09 | 6.85 | 7.86 |
|  | 6.69 | 8.87 | 2.95 |
|  | 4.49 | 6.73 | 6.5 |
|  |  |  |  |
| **SGOT** | **ko_con** | **ko_d4** | **ko_d6** |
|  | 360.18 | 83.56 | 203.42 |
|  | 142.41 | 94.23 | 99.89 |
|  | 112.87 | 194.04 | 122.82 |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 4—source data 1.

| **Liver tissue metabolite quantification data** |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **pg/3 g liver** |  |  |  |  |  |  |  |
| **Sample id.** | **CDCA** | **CA** | **UDCA** | **𝛼-MCA** | **𝛽-MCA** |  | **t-test CA** |  |
| **Wt_dss_1** | 6354 | 70350 | 23295 | 192900 | 532050 |  | P value | 0.0214 |
| **Wt_dss_2** | 8838 | 39525 | 11026.5 | 114450 | 304200 |  | P value summary | * |
| **Wt_dss_3** | 6255 | 32610 | 12774 | 56265 | 114135 |  | Significantly different (P < 0.05)? | Yes |
| **Wt_dss_4** | 13164 | 684150 | 58890 | 294900 | 166950 |  | One- or two-tailed P value? | Two-tailed |
| **Wt_dss_5** | 6360 | 21450 | 22095 | 165855 | 516000 |  | t, df | t=3.574, df=4.210 |
|  |  |  |  |  |  |  |  |  |
| **dko_dss_1** | 765 | 7380 | 0 | 129450 | 685620 |  | **t-test CDCA** |  |
| **dko_dss_2** | 210 | 2205 | 735 | 8970 | 25515 |  | P value | 0.0044 |
| **dko_dss_3** | 1470 | 9960 | 8865 | 37320 | 85380 |  | P value summary | ** |
| **dko_dss_4** | 165 | 9570 | 1485 | 33525 | 58695 |  | Significantly different (P < 0.05)? | Yes |
| **dko_dss_5** | 969 | 7717.5 | 5436 | 13101 | 58410 |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  |  | t, df | t=5.512, df=4.268 |
|  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  | **t-test UDCA** |  |
|  |  |  |  |  |  |  | P value | 0.0606 |
|  |  |  |  |  |  |  | P value summary | ns |
|  |  |  |  |  |  |  | Significantly different (P < 0.05)? | No |
|  |  |  |  |  |  |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  |  | Welch-corrected t, df | t=2.527, df=4.299 |
|  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  | **t-test 𝛼-MCA** |  |
|  |  |  |  |  |  |  | P value | 0.0374 |
|  |  |  |  |  |  |  | P value summary | * |
|  |  |  |  |  |  |  | Significantly different (P < 0.05)? | Yes |
|  |  |  |  |  |  |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  |  | t, df | t=2.638, df=6.207 |
|  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  | **t-test 𝛽-MCA** |  |
|  |  |  |  |  |  |  | P value | 0.3773 |
|  |  |  |  |  |  |  | P value summary | ns |
|  |  |  |  |  |  |  | Significantly different (P < 0.05)? | No |
|  |  |  |  |  |  |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  |  | t, df | t=0.9418, df=7.077 |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 4—source data 2.

| **Colon tissue metabolite quantification data** |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **pg/3 g colon** |  |  |  |  |  |  |  |
| **Sample id.** | **CDCA** | **CA** | **UDCA** | **𝛼-MCA** | **𝛽-MCA** |  | **t-test CA** |  |
| **Wt_dss_1** | 228900 | 220200 | 71745 | 757950 | 457200 |  | P value | 0.0856 |
| **Wt_dss_2** | 427950 | 184650 | 188250 | 2514000 | 2317500 |  | P value summary | ns |
| **Wt_dss_3** | 541650 | 134400 | 98595 | 1043100 | 1507500 |  | Significantly different (P < 0.05)? | No |
| **Wt_dss_4** | 101790 | 78690 | 24255 | 187200 | 322500 |  | One- or two-tailed P value? | Two-tailed |
| **Wt_dss_5** | 246150 | 22380 | 66540 | 404700 | 704250 |  | t, df | t=2.102, df=5.377 |
|  |  |  |  |  |  |  |  |  |
| **dko_dss_1** | 50775 | 22545 | 29685 | 143115 | 83535 |  | **t-test CDCA** |  |
| **dko_dss_2** | 52965 | 35790 | 28560 | 331950 | 339300 |  | P value | 0.0274 |
| **dko_dss_3** | 37410 | 17070 | 14794.5 | 275250 | 395250 |  | P value summary | * |
| **dko_dss_4** | 53820 | 59745 | 32430 | 381150 | 434850 |  | Significantly different (P < 0.05)? | Yes |
| **dko_dss_5** | 29865 | 99135 | 12319.5 | 158850 | 177300 |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  |  | t, df | t=3.384, df=4.030 |
|  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  | **t-test UDCA** |  |
|  |  |  |  |  |  |  | P value | 0.4886 |
|  |  |  |  |  |  |  | P value summary | ns |
|  |  |  |  |  |  |  | Significantly different (P < 0.05)? | No |
|  |  |  |  |  |  |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  |  | Welch-corrected t, df | t=0.7406, df=5.637 |
|  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  | **t-test 𝛼-MCA** |  |
|  |  |  |  |  |  |  | P value | 0.1529 |
|  |  |  |  |  |  |  | P value summary | ns |
|  |  |  |  |  |  |  | Significantly different (P < 0.05)? | No |
|  |  |  |  |  |  |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  |  | t, df | t=1.752, df=4.104 |
|  |  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  | **t-test 𝛽-MCA** |  |
|  |  |  |  |  |  |  | P value | 0.1073 |
|  |  |  |  |  |  |  | P value summary | ns |
|  |  |  |  |  |  |  | Significantly different (P < 0.05)? | No |
|  |  |  |  |  |  |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  |  | Welch-corrected t, df | t=2.035, df=4.255 |
|  |  |  |  |  |  |  |  |  |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 4—source data 3.

| **RT-qPCR** |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **il6** | **WT_control** | **WT_D6** | **KO_control** | **KO_D6** |  | **Unpaired t test** |  |
|  | 1 | 179.4194 | 1.29759 | 7.44533 |  | P value | 0.018 |
|  | 1 | 198.3076 | 1.531663 | 15.64162 |  | P value summary | * |
|  | 1 | 123.4909 | 0.371822 | 23.04697 |  | Significantly different (P < 0.05)? | Yes |
|  |  |  |  |  |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  | Welch-corrected t, df | t=6.621, df=2.161 |
|  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| **tnfa** | **WT_control** | **WT_D6** | **KO_control** | **KO_D6** |  | **Unpaired t test** |  |
|  | 1 | 23.15023 | 1.358805 | 9.67506 |  | P value | 0.0102 |
|  | 1 | 28.55737 | 2.561304 | 9.887616 |  | P value summary | * |
|  | 1 | 21.45027 | 1.972799 | 7.218369 |  | Significantly different (P < 0.05)? | Yes |
|  |  |  |  |  |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  | Welch-corrected t, df | t=6.699, df=2.623 |
|  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| **il1b** | **WT_control** | **WT_D6** | **KO_control** | **KO_D6** |  | **Unpaired t test** |  |
|  | 1 | 30.53315 | 1.435819 | 3.334384 |  | P value | 0.0278 |
|  | 1 | 41.96189 | 1.431435 | 4.090341 |  | P value summary | * |
|  | 1 | 53.23286 | 0.765428 | 6.105626 |  | Significantly different (P < 0.05)? | Yes |
|  |  |  |  |  |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  |  | Welch-corrected t, df | t=5.662, df=2.064 |
|  |  |  |  |  |  |  |  |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 4—source data 4.

| **Quantification of Confocal Microscopy** |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| Percentage = (no of cells with the desired signal/Total DAPI positive cells)*100 | | | |  |  |  |
| **CD11C data:-** |  |  |  |  | **Unpaired t test CD11c in wt_treated vs dKO_treated** |  |
| Wild Type | dKO | Wt % | dko% |  | P value | <0.0001 |
| 30/413 | 5/433 | 7.263923 | 1.154734 |  | P value summary | **** |
| 25/428 | 6/345 | 5.841121 | 1.73913 |  | Significantly different (P < 0.05)? | Yes |
| 30/358 | 4/320 | 8.379888 | 1.25 |  | One- or two-tailed P value? | Two-tailed |
| 28/411 | 12/800 | 6.812652 | 1.5 |  | t, df | t=13.25, df=5.178 |
| 26/358 | 4/500 | 7.26257 | 0.8 |  |  |  |
|  |  |  |  |  |  |  |
| **Ly6G data:-** |  |  |  |  |  |  |
| Wild Type | dKO | Wt % | dko% |  | **Unpaired t test Ly6G in wt_treated vs dKO_treated** |  |
| 48/351 | 14/356 | 13.67521 | 3.932584 |  | P value | 0.0363 |
| 39/417 | 6/217 | 9.39759 | 2.764977 |  | P value summary | * |
| 17/52 | 20/457 | 32.69231 | 4.376368 |  | Significantly different (P < 0.05)? | Yes |
| 28/150 | 17/411 | 18.66667 | 4.136253 |  | One- or two-tailed P value? | Two-tailed |
| 37/350 | 22/514 | 10.57143 | 4.280156 |  | t, df | t=3.084, df=4.038 |
|  |  |  |  |  |  |  |
| **F4/80 data:-** |  |  |  |  |  |  |
| Wild type | dko | Wt% | dko% |  | **Unpaired t test F4/80 in wt_treated vs dKO_treated** |  |
| 37/700 | 12/863 | 5.285714 | 1.390498 |  | P value | 0.0363 |
| 67/710 | 15/753 | 9.43662 | 1.992032 |  | P value summary | * |
| 55/546 | 8/400 | 10.07326 | 2 |  | Significantly different (P < 0.05)? | Yes |
| 33/187 | 11/543 | 17.64706 | 2.025783 |  | One- or two-tailed P value? | Two-tailed |
|  |  |  |  |  | t, df | t=3.084, df=4.038 |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 5—source data 1.

| **Disease activity index** |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Days** | **WT DSS** | | | | **WT+CDCA+DSS** | | | | **KO DSS** | | | | **KO+CDCA+DSS** | | | |
| **1** | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| **2** | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| **3** | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| **4** | 2 | 1 | 2 | 1 | 2 | 1 | 2 | 1 | 0 | 0 | 1 | 0 | 2 | 1 | 2 | 1 |
| **5** | 2 | 2 | 3 | 2 | 2 | 2 | 3 | 2 | 0 | 0 | 1 | 0 | 2 | 2 | 2 | 2 |
| **6** | 2 | 3 | 3 | 3 | 3 | 3 | 3 | 3 | 1 | 0 | 1 | 1 | 2 | 2 | 2 | 3 |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 5—source data 2.

| **Colon Length** |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Water** | **Water+CDCA** | **DSS** | **DSS+CDCA** |  |  |  |
| 7.4 | 5.2 | 6.5 | 5.3 |  | ANOVA summary |  |
| 7.1 | 6.2 | 6.4 | 4.8 |  | F | 27.99 |
| 7.2 | 5.6 | 7 | 4.7 |  | P value | <0.0001 |
| 6.9 | 6.2 | 6.9 |  |  | P value summary | **** |
|  |  |  |  |  | Significant diff. among means (P < 0.05)? | Yes |
|  |  |  |  |  | R squared | 0.8842 |
|  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 5—source data 3.

| **RT-qPCR** |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **tj1** | **CON** | **CDCA** | **DSS** | **DSS+CDCA** |  | **ANOVA summary** |  |
|  | 1.00 | 0.70 | 0.74 | 0.38 |  | F | 29.52 |
|  | 1.00 | 0.81 | 0.80 | 0.56 |  | P value | <0.0001 |
|  | 1.00 | 0.79 | 0.75 | 0.29 |  | P value summary | **** |
|  | 1.00 | 0.60 |  | 0.53 |  | Significant diff. among means (P < 0.05)? | Yes |
|  |  |  |  |  |  | R squared | 0.8895 |
|  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| **occ** | **CON** | **CDCA** | **DSS** | **DSS+CDCA** |  | **ANOVA summary** |  |
|  | 1.00 | 1.44 | 2.03 | 0.93 |  | F | 11.86 |
|  | 1.00 | 1.24 | 1.55 | 0.65 |  | P value | 0.0009 |
|  | 1.00 | 1.33 | 1.25 | 0.48 |  | P value summary | *** |
|  | 1.00 | 1.87 |  | 0.44 |  | Significant diff. among means (P < 0.05)? | Yes |
|  |  |  |  |  |  | R squared | 0.7639 |
|  |  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |  |
| **muc2** | **CON** | **CDCA** | **DSS** | **DSS+CDCA** |  | **ANOVA summary** |  |
|  | 1.00 | 1.42 | 1.50 | 0.82 |  | F | 4.89 |
|  | 1.00 | 3.64 | 1.70 | 0.97 |  | P value | 0.0213 |
|  | 1.00 | 1.44 | 1.14 | 0.66 |  | P value summary | * |
|  | 1.00 | 2.37 |  | 0.81 |  | Significant diff. among means (P < 0.05)? | Yes |
|  |  |  |  |  |  | R squared | 0.5715 |
|  |  |  |  |  |  |  |  |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 5—source data 4.

| **RT-qPCR** |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **tnfa** | **CON** | **CDCA** | **DSS** | **DSS+CDCA** |  | **ANOVA summary** |  |
|  | 1.00 | 3.07 | 12.91 | 10.47 |  | F | 9.385 |
|  | 1.00 | 4.01 | 9.96 | 9.54 |  | P value | 0.0023 |
|  | 1.00 | 4.39 | 10.73 | 28.72 |  | P value summary | ** |
|  | 1.00 | 3.01 |  | 20.43 |  | Significant diff. among means (P < 0.05)? | Yes |
|  |  |  |  |  |  | R squared | 0.7191 |
|  |  |  |  |  |  |  |  |
| **il1b** | **CON** | **CDCA** | **DSS** | **DSS+CDCA** |  | **ANOVA summary** |  |
|  | 1.00 | 2.73 | 8.94 | 17.30 |  | F | 13.38 |
|  | 1.00 | 1.59 | 6.78 | 22.36 |  | P value | 0.0005 |
|  | 1.00 | 2.56 | 6.86 | 42.66 |  | P value summary | *** |
|  | 1.00 | 1.53 |  | 19.08 |  | Significant diff. among means (P < 0.05)? | Yes |
|  |  |  |  |  |  | R squared | 0.7849 |
|  |  |  |  |  |  |  |  |
| **il6** | **CON** | **CDCA** | **DSS** | **DSS+CDCA** |  | **ANOVA summary** |  |
|  | 1.00 | 2.03 | 13.66 | 73.51 |  | F | 52.9 |
|  | 1.00 | 1.37 | 14.51 | 51.42 |  | P value | <0.0001 |
|  | 1.00 | 6.88 | 28.12 | 54.61 |  | P value summary | **** |
|  | 1.00 | 3.09 |  | 47.39 |  | Significant diff. among means (P < 0.05)? | Yes |
|  |  |  |  |  |  | R squared | 0.9352 |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 5—figure supplement 1—source data 1.

| CDCA levels |  |  |  |  |
| --- | --- | --- | --- | --- |
| Control | Treated |  |  |  |
| 50.723 | 230.9654 |  | **P value for Dinor-chenodeoxycholic acid control vs IBD patients** |  |
| 39.8166 | 465.2292 |  | P value | 0.0355 |
| 23.98585 | 163.9141 |  | P value summary | * |
| 68.21435 | 136.3987 |  | Significantly different (P < 0.05)? | Yes |
|  |  |  | One- or two-tailed P value? | Two-tailed |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** Figure 5—figure supplement 1—source data 2.

| **Colon Length** |  |
| --- | --- |
| **Water** | **Water+CDCA** |
| 7.4 | 5.2 |
| 7.1 | 6.2 |
| 7.2 | 5.6 |
| 6.9 | 6.1 |
| 7.4 | 5.7 |

# Supplementary material for: A hepatocyte-specific transcriptional program driven by Rela and Stat3 exacerbates experimental colitis in mice by modulating bile synthesis
**Source:** eLife. 2024 Aug 13;12:RP93273. doi: 10.7554/eLife.93273
**Supplement:** MDAR checklist

## **Materials Design Analysis Reporting (MDAR)**

### **Checklist for Authors**

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife's* [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

#### **Materials:**

## Design:

## Analysis:

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

All the experiments performed in the study are comparison of effect of DSS on knockout animals with wild-type. Each experiment was repeated at least 3 times.

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

All phenotypic experiments were repeated at least five biological replicates with different cohorts. The molecular and biochemical experiments have been performed with at least three to five biological replicates. All the data obtained is represented as is without any omission. The technical details of each experiment are mentioned in materials and methods section and detailed in respective figure legends.

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's  $r$ , Cohen's  $d$ ))
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

Three to five biological replicates were averaged to represent the disease phenotype of the respective groups along with the standard deviation. The details are mentioned in materials and method section.

### Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

Experiments were performed on the littermates post genotyping, which supports the division of knockout and wildtype animals in an unbiased manner. Following this the division of groups within a strain was carried out in a random manner.

How the deposited data were processed for this re-analysis (not part of the article)

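Bulk RNA-seq of mouse liver was analysed in 12 libraries from 4 groups of 3 mice each: untreated and DSS-treated wild-type mice, and untreated and DSS-treated mice labelled RelaΔhepStat3Δhep. The DSS-treated mice received 2% DSS for 6 days. Total RNA was depleted of rRNA and sequenced as paired-end reads. The authors trimmed the reads with fastp, aligned them to the mm9 genome with HISAT2 and made a gene count table with StringTie. The values are estimated counts that the authors deposited as whole numbers, before any normalization. The table has 51609 gene rows, of which 23458 are 0 in all libraries. Gene names, locations and types came from the GENCODE vM1 annotation of mm9, which names 28677 of the rows and leaves 22932 without a symbol. Of the 22380 protein-coding genes of that annotation, 3433 (15.3%) have no row, so gene lists were tested on the genes that have one.

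The totals of estimated counts ran from 65879529 to 82850098 per library, with medians of 71409592 (wild-type, untreated), 67690719 (wild-type, DSS), 76053856 (RelaΔhepStat3Δhep, untreated) and 70704125 (RelaΔhepStat3Δhep, DSS). Between 20391 and 21830 genes were detected per library, and the 3 most abundant genes took 11.7% to 23.6% of the counts. For genes with a mean of 2 to 8 counts the variance between the mice of a group was 4.49 times the mean. The exact tests of 3 mice against 3 have 10 distinct splits and a smallest two-sided p-value of 0.1.

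Conditions were taken from the sample labels. Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In edgeR, genes were filtered with filterByExpr (17652 kept), normalized by TMM (factors 0.758 to 1.13) and tested by robust quasi-likelihood F tests in 1 model with the 4 groups. The comparisons were DSS against untreated within each genotype, genotype within each treatment, and the interaction, which is the DSS response of the mice labelled RelaΔhepStat3Δhep minus that of wild-type mice. Benjamini-Hochberg adjusted p-values under 0.05 were counted, over all tested genes and, for lists of genes named in the paper's figures, also over the list alone. Normalized counts are counts per unit of TMM-scaled library size (CPM). Exact permutation tests on single genes used log2 CPM with a pseudocount of 0.5. A fold change against a group with at most 3 counts in each library is given as a lower bound.

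The gene ontology terms of the paper were represented by 10 lists of genes for the processes the paper names, fixed before the data were examined and tested with camera of limma on log2 CPM (prior count 2), with the correlation between genes estimated for each list and p-values adjusted over the 10 lists. The PCA used the 500 most variable genes after the variance-stabilizing transformation of DESeq2, blind to the groups, for the 6 wild-type libraries and for all 12. Genes were named in the text when the paper names them, when they rank among the 5 largest log2 fold changes in a direction among genes past the threshold, or when a gene list or a check of the libraries rests on them.

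The alternatives were the DESeq2 Wald test, limma-voom with sample quality weights, DESeq2 size factors in edgeR, no filter, at least 10 counts in every library, only the groups compared, the replicate number as a block, sex as a covariate read from Xist and Y-chromosome transcripts, an added minimum of 1 for the absolute log2 fold change, a preset camera correlation of 0.01, Reactome sets in place of the lists, PCA on edgeR log CPM, on 2000 genes or on all genes with at least 10 counts, and leaving out each library in turn. DESeq2 with only the groups compared was added after the first results were seen.

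The steps were tested on simulated data of 17113 genes in which 200 differed: 92.5% of these were called, 5.21% of the calls were false, and none was called in a contrast without differences. A simulated list of 30 shifted genes had a camera p of 4.84e-07 and an unshifted list 0.813. Each simulated change was larger than the median absolute log2 fold change of 1.14 among the 1240 genes called in the mice labelled RelaΔhepStat3Δhep. Simulated genes varied independently of each other, and no sex difference was simulated. The simulation therefore does not give the power for smaller changes or for lists of correlated genes. The libraries were checked for duplicates and none were found. The table holds no transcript or exon counts and no batch labels, so deleted exons were not examined and no batch was modelled. Protein, histology, metabolite, RT-qPCR and human data of the paper were not analysed here.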

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

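The tests in this part on library size, on clock genes, on the sex-linked and male-biased genes, on exchanged labels and on the baseline of the untreated groups were chosen after the result had been seen. The regrouping tests, the comparison with the third untreated wild-type library, and the tests of spread, GC content, gene length and of the mitotic genes in that library were set before.

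The response to DSS differed between the genotypes in 72 genes. The labels within same-numbered pairs of mice were exchanged in every way, and 4 of 32 arrangements, the true one included, gave a count as large. The other 3 gave 1290, 172 and 487 genes. All 3 exchange every pair of the mice labelled RelaΔhepStat3Δhep, and those with 172 and 487 genes also exchange 1 wild-type pair. These arrangements leave the DSS effect in the comparison, so they say nothing about chance. The remaining 28 gave at most 37 genes. Exchanging some of the pairs puts the DSS effect into the spread within groups, which lowers the count, so these arrangements do not settle the question either.

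DSS changed more genes in the mice labelled RelaΔhepStat3Δhep (1240) than in wild-type mice (121), and several explanations were tested. If a difference in sex contributed, the log2 fold changes would follow the difference of the third untreated wild-type library, which expresses Xist, from the other 2. Across 1110 autosomal genes past the threshold, Pearson's r was 0.357 and 59.5% of the genes had the same direction. This direction rests on 1 library, so the correlation may follow any peculiarity of that mouse. With sex as a covariate the median absolute log2 fold change of the 1240 genes went from 1.14 to 1.07 and 99.7% kept their direction. The 1240 genes included 4 Y-chromosome genes. All 17 female-biased liver genes were higher (median log2 fold change 2.19), and 11 of 11 male-biased genes other than Cyp7b1 were lower (median -2.36). A difference in sex would explain at least the Y-chromosome genes. A wider contribution of sex is possible, and its size could not be measured. Library size could not explain the excess, because the median totals differed 1.08-fold. The biological coefficient of variation was 1.15 times as large in wild-type as in the mice labelled RelaΔhepStat3Δhep, which is below the ratio set beforehand for an effect of spread. That ratio does not exclude one. With only the groups compared in the model, the counts moved to 21 in wild-type mice and 1698 in the mice labelled RelaΔhepStat3Δhep, and in the PCA the mice of a group were on average 25.5 apart in DSS-treated wild-type mice against 4.36 in the DSS-treated mice labelled RelaΔhepStat3Δhep. A wider spread between wild-type mice may therefore contribute. The fold changes had a Spearman correlation of -0.169 with exon GC content and -0.0190 with exon length, over the 81.7% of tested genes with both values. A difference in time of collection would move clock genes of opposite phase apart. With DSS the medians of 5 genes of each phase were -3.78 and 0.31 in the mice labelled RelaΔhepStat3Δhep, a difference of 4.09, and -1.08 and 0.60 in wild-type mice, a difference of 1.69, where 1 was taken as the least for a shift. The excess therefore cannot be told apart from a difference in time of collection, and a response of the clock to DSS would give the same pattern.

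Xist averaged 1035 normalized counts in the DSS-treated mice labelled RelaΔhepStat3Δhep, and Y-chromosome genes reached at most 0.0582% of the median of the male-pattern libraries. The 17 autosomal female-biased liver genes had a median log2 fold change of 3.14 between the DSS-treated genotypes. These values are consistent with 3 female mice in this group and male mice in the other DSS group. An exchange of samples between the DSS groups is another possible explanation. The number of DSS-treated wild-type libraries with Xist above the Y-chromosome genes was 0. This restates the pattern in question and cannot exclude an exchange of single libraries, because an exchange between groups of mixed sex could leave the same pattern. Nr1d1 does not settle whether the whole DSS groups were exchanged. It averaged 92.5 and 64.0 normalized counts in untreated and DSS-treated wild-type mice and 7.01 and 3.80 in the mice labelled RelaΔhepStat3Δhep. In this gene each DSS group was nearer to the untreated group with its label. Among the other clock genes that passed over the list alone between the untreated genotypes, Cry1 also kept the level of its label. Dbp, Per1, Per2 and Hlf did not. Per1 averaged 9.20 and 19.8 in wild-type mice and 42.7 and 10.6 in the mice labelled RelaΔhepStat3Δhep. Clock genes may also follow the time of collection, so they cannot identify the genotype. This comparison was also chosen after the result had been seen, and exchanges with mice outside the study were not tested. The sex recorded for each of the 12 mice would tell these apart.

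Cyp7b1 had a log2 interaction of -2.49, with an adjusted p of 0.126 over all genes in edgeR (range over the alternatives 0.00178 to 0.836) and 0.0197 over the 6 bile acid synthesis enzymes. It combines -1.18 between the DSS-treated genotypes with 1.31 between the untreated genotypes (standard error 0.47, edgeR adjusted p = 0.334). Leaving out single libraries kept the untreated difference between 1.05 and 1.68, so part of the interaction lies in the untreated groups. Cyp7b1 is male-biased in mouse liver, and 90.9% of the other male-biased genes tested were also lower in the DSS-treated mice labelled RelaΔhepStat3Δhep than in DSS-treated wild-type mice. With sex as a covariate the difference between the DSS-treated genotypes shrank from -1.18 to -0.17. This covariate is estimable only from the third untreated wild-type library against the other 2, so the shift rests on 1 library. A sex difference may account for part or all of the lower Cyp7b1, and its share could not be measured. Library size did not, since the median totals differed 1.04-fold. Cyp7b1 in mice of 1 sex would decide between the genotype and the sex of the mice.

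Mitotic genes moved in opposite directions with DSS, lower in wild-type mice (38 of 40) and higher in the mice labelled RelaΔhepStat3Δhep (40 of 40). This pattern was found and tested in the same libraries and is a hypothesis. The untreated mice labelled RelaΔhepStat3Δhep started lower than untreated wild-type mice, with a median log2 fold change of -1.58, and 95% of the list was higher in the third untreated wild-type library than in the mean of the other 2. Both a different baseline and a difference in sex could give the opposite directions, and these libraries do not separate them.

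For the counts within single comparisons, 1 of the 4 splits that part every same-numbered pair of mice, the true one, gave as many genes for DSS in wild-type mice, for DSS in the mice labelled RelaΔhepStat3Δhep, for the DSS-treated genotypes and for the untreated genotypes. The other 3 splits of this kind gave at most 0, 1, 0 and 0 genes, and the splits that part fewer pairs at most 2, 0, 2 and 0. With 4 splits this cannot exclude a chance arrangement of mice at a level of 0.05. For the Figure 1B genes, the bile acid synthesis genes and the process lists within each genotype the count was 0, so 4 of 4 splits gave as many, and for the lists in the interaction 32 of 32. These comparisons had nothing to test. At an unadjusted p-value under 0.05 there were 7 of 17 Figure 1B genes and 2 of 6 synthesis genes.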

How the results depend on the processing

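DESeq2 fitted to only the groups compared was chosen after the result had been seen. Sex as a covariate is estimable only from the third untreated wild-type library against the other 2. Counts are of genes past an adjusted p-value of 0.05, in the order DSS in wild-type mice (121 with edgeR), DSS in the mice labelled RelaΔhepStat3Δhep (1240), DSS-treated genotypes (59), untreated genotypes (11) and interaction (72). Unless a value is given for it, the cause of a change was not tested.

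The DESeq2 Wald test gave 840, 2315, 584, 334 and 699 genes, 1 of the 17 Figure 1B genes, 1 of the 6 bile acid synthesis genes, and a Cyp7b1 interaction of -2.51 that passed (DESeq2 adjusted p = 0.00178; range over the alternatives 0.00178 to 0.836). DESeq2 fitted to only the groups compared gave 521, 2512, 360 and 650 genes for the 4 comparisons of groups and 1 synthesis gene. Limma-voom with quality weights gave 210 genes for DSS in wild-type mice, 29 for the DSS-treated genotypes and 95 for the untreated genotypes. Fitting only the groups compared in edgeR gave 21 for DSS in wild-type mice and 60 for the untreated genotypes. Requiring an absolute log2 fold change of at least 1 left 724 for DSS in the mice labelled RelaΔhepStat3Δhep. Adjusted over the 6 synthesis genes alone, 1 passed.

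With sex as a covariate the counts were 50, 4, 5, 2 and 4. For the 1240 genes 99.7% kept their direction, and the median absolute log2 fold change went from 1.14 to 1.07 while the median standard error rose 1.82-fold, so most of the loss may come from the lower precision. Between the DSS-treated genotypes Cyp27a1 became 0.23 and Cyp7a1 0.021, both reversed, and the interaction medians of fatty acid metabolism (-0.020) and coagulation (0.092) changed direction in the camera test.

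The same-numbered mice of different groups are not stated to be pairs. Deviations from the group means correlated by -0.033, -0.048, 0.038 and 0.095 between same-numbered libraries in the 4 comparisons of groups, so the numbers carried no shared effect that these libraries show. With the replicate number as a block, 33 genes differed between the untreated genotypes and 128 in the interaction.

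With the correlation between genes preset to 0.01, 9, 6 and 4 of the 10 lists passed for wild-type mice, the mice labelled RelaΔhepStat3Δhep and the interaction. With Reactome sets 2 passed in wild-type mice and 2 in the mice labelled RelaΔhepStat3Δhep. In the PCA on edgeR log CPM and on all genes with at least 10 counts, PC1 of the wild-type libraries carried 43.1% and 41.1%, PC1 of all libraries 31% and 27.6%, and PC2 of all libraries 16.9% and 19.9%.

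Leaving out single libraries gave these ranges. The counts of genes were 35 to 209, 241 to 838, 11 to 392, 2 to 9 and 21 to 220. Between 0 and 3 lists passed in wild-type mice, and 0 or 1 of the Figure 1B genes. PC1 of the wild-type libraries carried 47.8% to 66.3%, PC1 of all libraries 34.4% to 48.1% and PC2 of all libraries 13.0% to 29.4%. Between the DSS-treated genotypes the range was -0.62 to 0.10 for Cyp27a1, -1.17 to 1.13 for Cyp7a1, -0.44 to 0.26 for Cyp8b1 and -0.080 to 0.29 for Rela. Rela ranged from -0.12 to 0.085 between the untreated genotypes and from -0.22 to 0.068 for DSS in wild-type mice, where Srprb ranged from -0.012 to 0.32. The ER stress median ranged from -0.028 to 0.25 in wild-type mice, -0.090 to 0.12 in the mice labelled RelaΔhepStat3Δhep and -0.093 to 0.18 in the interaction. The other interaction medians that changed sign were bile acid metabolism (-0.34 to 0.19), fatty acid metabolism (-0.34 to 0.10), the response to LPS (-0.032 to 0.42) and one-carbon metabolism (-0.16 to 0.047). Coagulation (-0.38 to -0.13) kept its sign and changed direction in the camera test.

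Over the alternatives other than leaving out libraries, 31 further values for named genes and lists gained an adjusted p-value under 0.05, 4 changed direction, as given above, and 377 stayed the same. The interaction median of bile acid metabolism on the log2 CPM that camera tests, 0.011, counts as unchanged because its camera direction held, although it took values down to -0.027. The median of the edgeR fold changes of the same genes was -0.29.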

Differences from the paper's values

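The source table of the paper's Figure 3B gives gene ratios from a GO test of differentially expressed genes. Their denominators are 530 for DSS in wild-type mice and 2334 in RelaΔhepStat3Δhep mice. These denominators may leave out called genes that did not enter the GO test. The counts given here cover all tested genes, so a match or a difference is only approximate. The edgeR test gave 121 and 1240. For wild-type mice the settings fixed beforehand gave 840 (DESeq2 Wald test), 210 (limma-voom), 138 (DESeq2 size factors), 130 (no filter), 172 (at least 10 counts in every library), 21 (only the groups compared), 119 (replicate block), 50 (sex as covariate) and 91 (absolute log2 fold change of at least 1), and all differ from the paper's 530 by a larger ratio than 1.5. DESeq2 with only the groups compared, a setting chosen after seeing the values, gave 521. For the mice labelled RelaΔhepStat3Δhep, DESeq2 gave 2315 against the paper's 2334, and DESeq2 with only the groups compared, chosen after seeing the values, gave 2512. Limma-voom (1797) and only the groups compared in edgeR (1698) stayed below the paper's value by a ratio under the 1.5 that was counted as a difference. The other settings remain different, with 1252, 1052, 1412, 1164, 4 and 724.

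The paper states that the transcript abundance of Rela, Stat3 and downstream genes was higher after DSS in wild-type mice. Rela (-0.05) and Hspa5 (-0.43) were not higher, and none of the 17 genes passed in edgeR (7 at an unadjusted p-value under 0.05). DESeq2 called Nlrp3, and Stat3 passed only without the first DSS-treated wild-type library (adjusted p = 0.0344).

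The paper reports enriched GO terms for LPS signaling in wild-type mice and for acute phase responses, bile acid metabolism, ER stress and one-carbon metabolism in the comparison of genotypes. With all libraries, no list written for these processes passed with the correlation estimated from the data. Without the second DSS-treated wild-type library the LPS list passed in wild-type mice (camera adjusted p = 0.0220). With it preset to 0.01, 9 lists passed in wild-type mice, 6 in the mice labelled RelaΔhepStat3Δhep and 4 in the interaction, and the Reactome set for TLR4 signaling passed in both genotypes.

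The paper states that Cyp7b1 was downregulated and that the other synthesis enzymes followed a similar trend. Between the DSS-treated genotypes Cyp7b1 was lower without passing (-1.18, edgeR adjusted p = 0.302; DESeq2 0.0766), Cyp39a1 (1.21, a female-biased gene) and Cyp46a1 (0.90) were higher, and Cyp7a1 (-0.08) and Cyp8b1 (-0.11) were close to 0, while the paper's RT-qPCR has Cyp7a1 and Cyp8b1 reduced. Within the mice labelled RelaΔhepStat3Δhep, DESeq2 and limma-voom called Cyp7b1 lower after DSS. The discussion of the paper states that Cyp7a1, Cyp27a1, Cyp7b1 and Cyp8b1 were upregulated in the liver. In the RT-qPCR source data of the paper, not analysed here, the fold changes of DSS-treated wild-type mice are increases for all of these genes. In the sequenced libraries, for DSS in wild-type mice, Cyp7a1 (-2.31) and Cyp27a1 (-0.15) were lower and Cyp7b1 (0.78) and Cyp8b1 (0.59) were higher. None of these genes passed, and none of the 6 synthesis enzymes had an unadjusted p-value under 0.05.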

Other observations

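The tests in this part on the mixed library, on the clock genes and on library size were chosen after the result had been seen. Those on abundant genes and on counts per fragment were set before.

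The third untreated wild-type library held 1143 normalized counts of Xist together with Y-chromosome transcripts. A mixture of RNA from a male and a female animal predicts a similar share for every Y-chromosome gene. The shares of the male-pattern median were 13.6% (Ddx3y), 17.6% (Uty), 13.5% (Kdm5d) and 15.8% (Eif2s3y), and the highest was 1.30 times the lowest, which is consistent with such a mixture. The step at which it arose is not known.

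Of 17 clock genes only Nr1d1 (-3.72 on the log2 scale) differed between the untreated genotypes over all genes, and 6 passed over the list alone: Nr1d1, Dbp (-2.27), Per1 (2.21), Cry1 (1.44), Per2 (1.27) and Hlf (0.58). A later or earlier time of collection would move genes of opposite phase in opposite directions. The medians of 5 genes of each phase were 0.22 and 0.43, a difference of 0.217, which falls short of the 1 set for a shift in time. Per1 and Per2 were not among these 10 genes, so a difference in time of collection remains possible. After DSS, 9 of the 17 passed as lower in the mice labelled RelaΔhepStat3Δhep (over the list alone 13, of which Npas2 was higher), against 0 in wild-type mice (6 at an unadjusted p-value under 0.05).

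The DSS-treated wild-type mice differed from each other in acute-phase transcripts. Lcn2 was at 14.2, 5729 and 196 normalized counts. The second mouse was 29.2 times the third, and 29.6 times without the 100 most abundant genes in the scaling, and its total count was 1.23 times the mean of the other 2, so neither a few abundant genes nor library size explains the difference. How ill each mouse was is not analysed here.

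The estimated counts pile up at 3 and 4, which make up 3.81% and 3.31% of the nonzero values, against 2.81% at 1 and 2.03% at 5. If each sequenced fragment added about 4 to the estimated count, the variance of low counts would be near 4 times the mean. It was 4.49 times the mean on average, and between 4.37 and 4.59 in the 4 groups. Variation between mice raises this ratio as well, and no second pile was seen at 8 (1.60% of the nonzero values). The paper's number of sequenced fragments per sample is below the library totals of 65879529 to 82850098 estimated counts. More than 1 count per fragment is therefore possible, and the number of counts per fragment remains open.

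In the mice labelled RelaΔhepStat3Δhep, 5 of the 17 Figure 1B genes passed as higher after DSS (Nfkb2, Nlrp3, Tbk1, Il1b and Il6), against 0 in wild-type mice (7 at an unadjusted p-value under 0.05). All 28 interferon-response genes passed in the mice labelled RelaΔhepStat3Δhep and 10 in wild-type mice. Nlrp3 rose by 1.07 and 0.94 on the log2 scale in the 2 genotypes, so a gene can pass in 1 genotype only without a difference between the responses.

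Of the protein-coding genes of the annotation 15.3% have no row in the count table, and the acute-phase list keeps 20 of its 32 genes, so list results describe the genes that were counted.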
